# Dioxin-elicited decrease in cobalamin redirects propionyl-CoA metabolism to the β–oxidation-like pathway resulting in acrylyl-CoA conjugate buildup

**DOI:** 10.1016/j.jbc.2022.102301

**Published:** 2022-08-02

**Authors:** Karina Orlowska, Russ R. Fling, Rance Nault, Warren J. Sink, Anthony L. Schilmiller, Tim Zacharewski

**Keywords:** liver, metabolism, dioxin, mouse, gene expression, acrylyl-CoA, AdoCbl, adenosylcobalamin, AHR, aryl hydrocarbon receptor, Cbl, cobalamin, DRE, dioxin response element, FA, fatty acid, HCC, hepatocellular carcinoma, HP, hydroxypropionate, IF, intrinsic factor, IFNɣ, interferon gamma, LPS, lipopolysaccharide, MUT, methylmalonyl-CoA mutase, NAFLD, non-alcoholic fatty liver disease, PCB, polychlorinated biphenyl, PCDD, polychlorinated dibenzodioxin, PCDF, polychlorinated dibenzofuran, SCEC, S-(2-carboxyethyl)-L-cysteine, TCDD, 2,3,7,8-tetrachlorodibenzo-p-dioxin, TCN2, transcobalamin II, ZT, zeitgeber time

## Abstract

2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) is a persistent environmental contaminant that induces diverse biological and toxic effects, including reprogramming intermediate metabolism, mediated by the aryl hydrocarbon receptor. However, the specific reprogramming effects of TCDD are unclear. Here, we performed targeted LC-MS analysis of hepatic extracts from mice gavaged with TCDD. We detected an increase in S-(2-carboxyethyl)-L-cysteine, a conjugate from the spontaneous reaction between the cysteine sulfhydryl group and highly reactive acrylyl-CoA, an intermediate in the cobalamin (Cbl)-independent β–oxidation-like metabolism of propionyl-CoA. TCDD repressed genes in both the canonical Cbl-dependent carboxylase and the alternate Cbl-independent β–oxidation-like pathways as well as inhibited methylmalonyl-CoA mutase (MUT) at lower doses. Moreover, TCDD decreased serum Cbl levels and hepatic cobalt levels while eliciting negligible effects on gene expression associated with Cbl absorption, transport, trafficking, or derivatization to 5′-deoxy-adenosylcobalamin (AdoCbl), the required MUT cofactor. Additionally, TCDD induced the gene encoding aconitate decarboxylase 1 (Acod1), the enzyme responsible for decarboxylation of cis-aconitate to itaconate, and dose-dependently increased itaconate levels in hepatic extracts. Our results indicate MUT inhibition is consistent with itaconate activation to itaconyl-CoA, a MUT suicide inactivator that forms an adduct with adenosylcobalamin. This adduct in turn inhibits MUT activity and reduces Cbl levels. Collectively, these results suggest the decrease in MUT activity is due to Cbl depletion following TCDD treatment, which redirects propionyl-CoA metabolism to the alternate Cbl-independent β–oxidation-like pathway. The resulting hepatic accumulation of acrylyl-CoA likely contributes to TCDD-elicited hepatotoxicity and the multihit progression of steatosis to steatohepatitis with fibrosis.

Adverse effects elicited by exposure to toxic substances are not only influenced by the dose, route of administration, and exposure duration but also genetic, epigenetic, and other systemic factors. Cellular responses to xenobiotic insults are essential to minimize damage and ensure survival. Adaptive effects such as cytochrome P450 induction metabolize and facilitate xenobiotic detoxification and excretion, while immune cell infiltration expedites damaged cell removal with metabolic reprogramming supporting increased glutathione biosynthesis. This culminates in an array of apical responses that may lead to inflammation, repair, proliferation, and/or additional cytotoxicity. Xenobiotics may also trigger the differential expression of genes and modulate enzyme activities that have the potential to qualitatively and quantitatively alter endogenous metabolite profiles with the possibility of mitigating or exacerbating the overall toxic burden (1). Elucidating the role of endogenous metabolic plasticity in response to foreign agents, whether drugs, environmental contaminants, or natural products, is essential to the identification of susceptible cell subtypes and to distinguish adverse from adaptive responses underlying toxic effects (2). In addition to discovering potential strategies to reduce off-target toxicity, elucidating the mechanisms involved may reveal novel vulnerabilities for exploitation as innovative therapeutic approaches for the treatment of adverse drug reactions and diseases with similar pathologies (3).

The progression of simple, reversible hepatic fat accumulation to steatohepatitis with fibrosis and hepatocyte ballooning describes the typical clinicopathologic spectrum of phenotypes associated with non-alcoholic fatty liver disease (NAFLD). In NAFLD, >5% of the cytosolic space within hepatocytes is occupied by lipid droplets in patients where little to no alcohol was consumed and there was no secondary cause involving viral hepatitis, medication, or lipodystrophy (4). The ‘two-hit’ hypothesis for NAFLD development has evolved into a multiple hit etiology that disrupts several pathways (5). NAFLD prevalence is projected to increase from ∼83 million in 2015 to ∼101 million by 2030 in the US alone, while increasing the risk for more complex disorders including Metabolic Syndrome, cardiovascular disease, diabetes, cirrhosis, end-stage liver disease, and hepatocellular carcinoma (HCC) (6, 7). Furthermore, progression of NAFLD to non-alcoholic steatohepatitis is the leading indication for liver transplantation and the third leading cause of HCC in the US with limited treatment options (8, 9, 10).

Diet, lifestyle, and genetic background are known factors that contribute to NAFLD development and progression. Environmental contaminants also induce steatosis, suggesting a possible role in disease etiology (11, 12). For example, several pesticides, solvents, and their metabolites induce hepatic fat accumulation with 2,3,7,8-tetrachlorodibenzo-*p*-dioxin (TCDD) and related compounds exhibiting the greatest potency (13). In mice, TCDD dose-dependently induced micro- and macro-steatosis with marked increases in hepatic unsaturated fatty acids (FAs), triacylglycerols (TAGs), phospholipids, and cholesterol esters (14, 15, 16, 17). This has been attributed to increased hepatic uptake of dietary and mobilized peripheral fats, reduced very low density lipoprotein export, and the inhibition of hepatic FA oxidation (18, 19). In humans, TCDD and related compounds have been associated with dyslipidemia and inflammation (20, 21, 22, 23). Epidemiological studies also report elevated serum cholesterol and TAG levels in exposed workers (24, 25, 26, 27), while *in utero* TCDD exposure increased the risk for Metabolic Syndrome in male offspring (28).

TCDD is the prototypical member of a class of persistent environmental contaminants that includes polychlorinated dibenzodioxins (PCDDs), dibenzofurans (PCDFs), and biphenyls (PCBs). Congeners with lateral chlorines induce a plethora of species-, sex-, tissue-, and cell-specific responses (29). TCDD and coplanar PCBs are classified as IARC group 1 human carcinogens, while evidence for the carcinogenicity of other toxic PCDDs and PCDFs remains equivocal (30, 31). TCDD and related compounds are nongenotoxic and most, if not all, of their effects are mediated by the aryl hydrocarbon receptor (AhR), a ligand-activated basic helix-loop-helix PER-ARNT-SIM transcription factor. Although a number of structurally diverse chemicals, endogenous metabolites, microbial products, and natural products activate the AhR, its physiological ligand is unknown. Following ligand binding and the dissociation of chaperone proteins, the activated AhR translocates from the cytosol to the nucleus and dimerizes with the AhR nuclear translocator. This heterodimer then binds dioxin response elements (DREs; 5′-GCGTG-3′) as well as nonconsensus sites throughout the genome recruiting coactivator complexes to gene promoters to elicit differential expression (32). AHR-mediated toxicity is generally believed to be the result of dysregulated gene expression. However, the consequences of AhR-mediated differential gene expression and the associated effects on intermediate metabolism of endogenous metabolites have not been explored.

The emergence of transcriptomics and metabolomics has provided tools to comprehensively assess the time- and dose-dependent impacts of drugs, chemicals, environmental contaminants, and natural products on gene expression and intermediate metabolism as well as resulting pathologies. Several studies have reported the effects of PCDDs, PCDFs, or PCBs on gene expression and/or endogenous metabolite levels in diverse *in vivo* and *in vitro* models (14, 15, 16, 17, 33, 34, 35, 36, 37, 38, 39). In this study, we tested the hypothesis that the dose-dependent disruption of propionyl-CoA metabolism produces toxic intermediates that contribute to TCDD hepatotoxicity and progression of steatosis to steatohepatitis with fibrosis. Our results suggest TCDD dose-dependently reduced cobalamin (Cbl aka vitamin B_12_) levels compromising methylmalonyl-CoA mutase (MUT) activity and limiting the metabolism of propionyl-CoA to succinyl-CoA using the canonical Cbl-dependent carboxylation pathway. Consequently, accumulating propionyl-CoA was redirected to the alternate Cbl-independent β–oxidation-like pathway resulting in the dose-dependent accumulation of acrylyl-CoA, as indicated by the increase in S-(2-carboxyethyl)-L-cysteine (SCEC), a conjugate produced following the spontaneous reaction between the sulfhydryl group of cysteine and highly reactive acrylyl-CoA.

## Results

### LC-MS/MS analysis

Untargeted metabolomics annotation suggested TCDD-elicited dose-dependent changes in the level of intermediates associated with the Cbl-independent β–oxidation-like metabolism of propionyl-CoA. More specifically, this included the presence of acrylyl-CoA and 3-hydroxypropionyl-CoA in hepatic extracts following oral gavage with TCDD every 4 days for 28 days (data available at NIH Metabolomics Workbench, ST001379). However, the untargeted annotations were not sufficient to conclude that propionyl-CoA was metabolized via the Cbl-independent β–oxidation-like pathway. Targeted analysis was unsuccessful in confirming the identity of acrylyl-CoA due to its high reactivity. Alternatively, the presence of acrylyl-CoA was confirmed following the detection of SCEC, a conjugate formed following the spontaneous reaction between acrylyl-CoA and the sulfhydryl group of cysteine (40). Hepatic SCEC levels increased 15.6-fold following oral gavage of male mice with 30 μg/kg TCDD every 4 days for 28 days (Table 1). Urine cysteine/cysteamine conjugates with acrylyl-CoA are routinely used to diagnose Leigh syndrome where the conversion of acrylyl-CoA to 3-hydroxypropionyl-CoA is inhibited due to a deficiency in the short chain enoyl-CoA hydratase (ECHS1) activity (40). The increased levels of SCEC not only confirmed acrylyl-CoA accumulation but also ECHS1 inhibition and that propionyl-CoA was metabolized via the alternate Cbl-independent β–oxidation-like pathway as opposed to the preferred Cbl-dependent carboxylation pathway (41).

**Table 1:** S-(2-carboxyethyl) cysteine fold changes in comparison to vehicle in liver extracts (n = 5, ± S.E.M.) assessed by targeted liquid chromatography tandem mass spectrometry

Compound name	Molecular mass	Retention time (min)	Fold-change (TCDD versus vehicle)				
			0.3 μg/kg	1 μg/kg	3 μg/kg	10 μg/kg	30 μg/kg
S-(2-carboxyethyl) cysteine	194	2.6	1.10 ± 0.34	1.16 ± 0.12	1.16 ± 0.17	1.70 ± 0.42	15.62 ± 2.59∗

Mice were orally gavaged every 4 days for 28 days with TCDD (or sesame oil vehicle). Asterisk (∗) denotes significance (*p* ≤ 0.05) determined by one-way ANOVA with Dunnett’s *post-hoc* testing.

Note that the dose range and treatment regimen used in this study resulted in hepatic TCDD levels that approached steady state while inducing full dose response curves for known AhR target genes (Fig. 1) in the absence of (i) necrosis or apoptosis, (ii) marked increases in serum alanine transaminase, (iii) changes in food consumption, and (iv) body weight loss >15% (35, 39). At 0.01 μg/kg, hepatic TCDD levels were comparable to control levels and to background dioxin-like compound levels reported in US, German, Spanish, and British serum samples (42), while mid-range doses yielded levels comparable to women from the Seveso Health Study (21). At 30 μg/kg TCDD, mouse hepatic tissue levels were comparable to serum levels reported in Viktor Yushchenko following intentional poisoning (43). Consequently, the metabolomics and gene expression effects elicited by TCDD, described below, cannot be attributed to overt toxicity.

**Figure 1:**
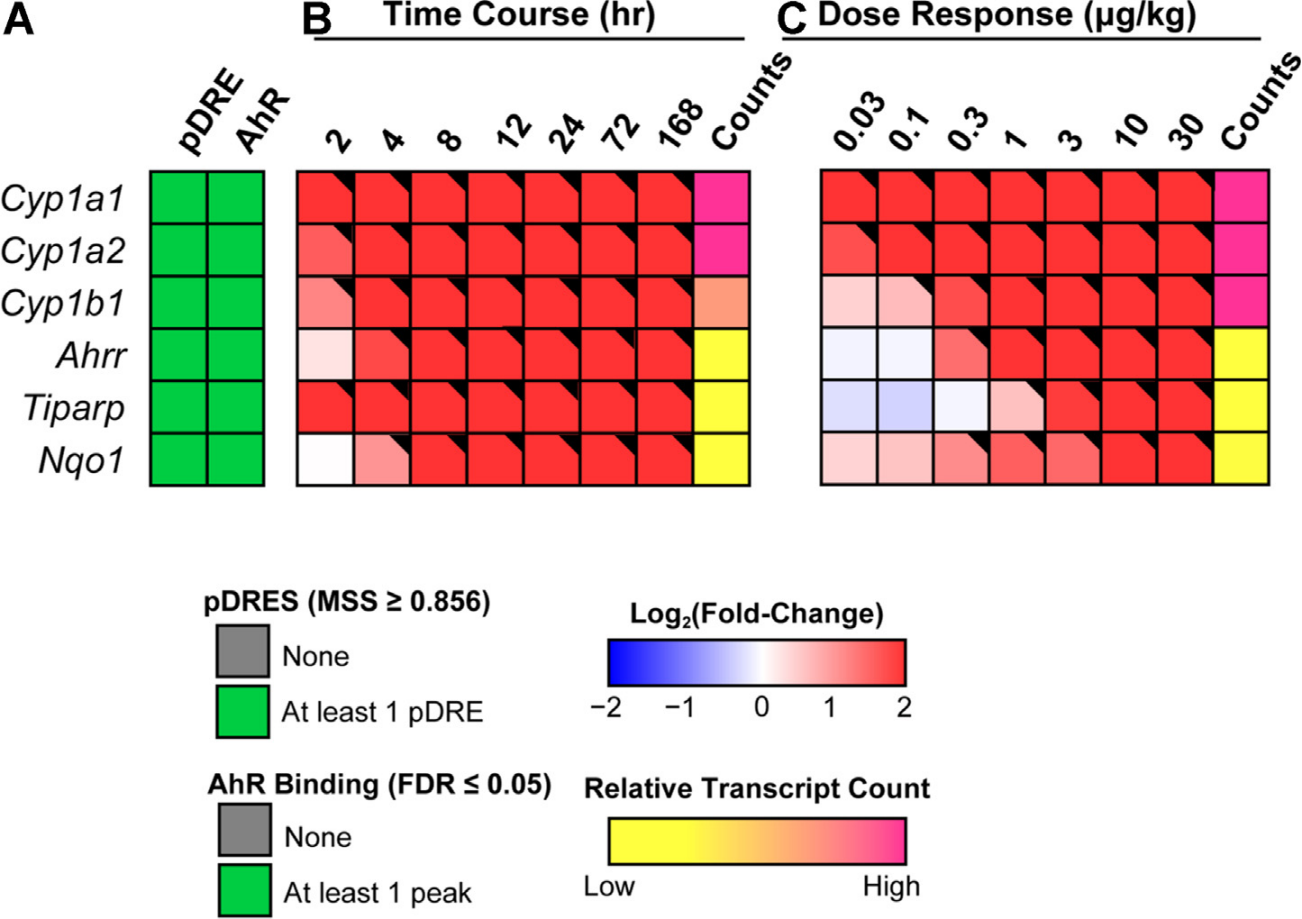
**Effects of TCDD on the expression of AhR target genes.***A*, the presence of putative dioxin response elements (pDREs) and AhR genomic binding 2 h after a single bolus dose of 30 μg/kg TCDD. *B*, hepatic expression of AhR target genes assessed in a time course study. Male C57BL/6 mice (n = 3) were administered a single bolus dose of 30 μg/kg TCDD. Liver samples were collected at the corresponding time point. Color scale represents the log_2_(fold change) for differential gene expression determined by RNA-Seq analysis. Counts represent the maximum number of raw aligned reads for any treatment group. Low counts (<500 reads) are denoted in *yellow* with high counts (>10,000) in *pink*. *C*, dose-dependent gene expression was assessed in mice (n = 3) following oral gavage with sesame oil vehicle or TCDD. Differential expression with a posterior probability (P1(*t*)) > 0.80 is indicated with a *black triangle* in the upper right tile corner. TCDD, 2,3,7,8-tetrachlorodibenzo-p-dioxin; AHR, aryl hydrocarbon receptor.

### Propionyl-CoA metabolism gene expression effects

Figure 2 summarizes the temporal- and dose-dependent effects of TCDD on gene expression associated with propionyl-CoA metabolism. Note that ∼40% of all genes in the mouse genome experience circadian-regulation in at least 1 tissue. Approximately, 11 to 16% of all detected hepatic transcripts and ∼50% of hepatic metabolites exhibit oscillating levels (44, 45, 46). Consequently, in addition to providing pDRE, ChIP-seq at 2 h, time course and dose response RNA-seq data collected between zeitgeber time (ZT) 0 to 3, complementary data from a diurnal-regulated study was included in all heatmaps to indicate the ZT for maximal differential gene expression within the 24 h cycle (ZT0-12 lights on; ZT13-24 lights off). TCDD has been reported to dose-dependently abolish oscillating hepatic gene expression and metabolite levels in the liver that are under diurnal control (35). All reported hepatic fold-changes discussed in the text of this study were taken from the diurnal gene expression data set (GSE119780) at the optimal gene expression ZT unless otherwise indicated.

**Figure 2:**
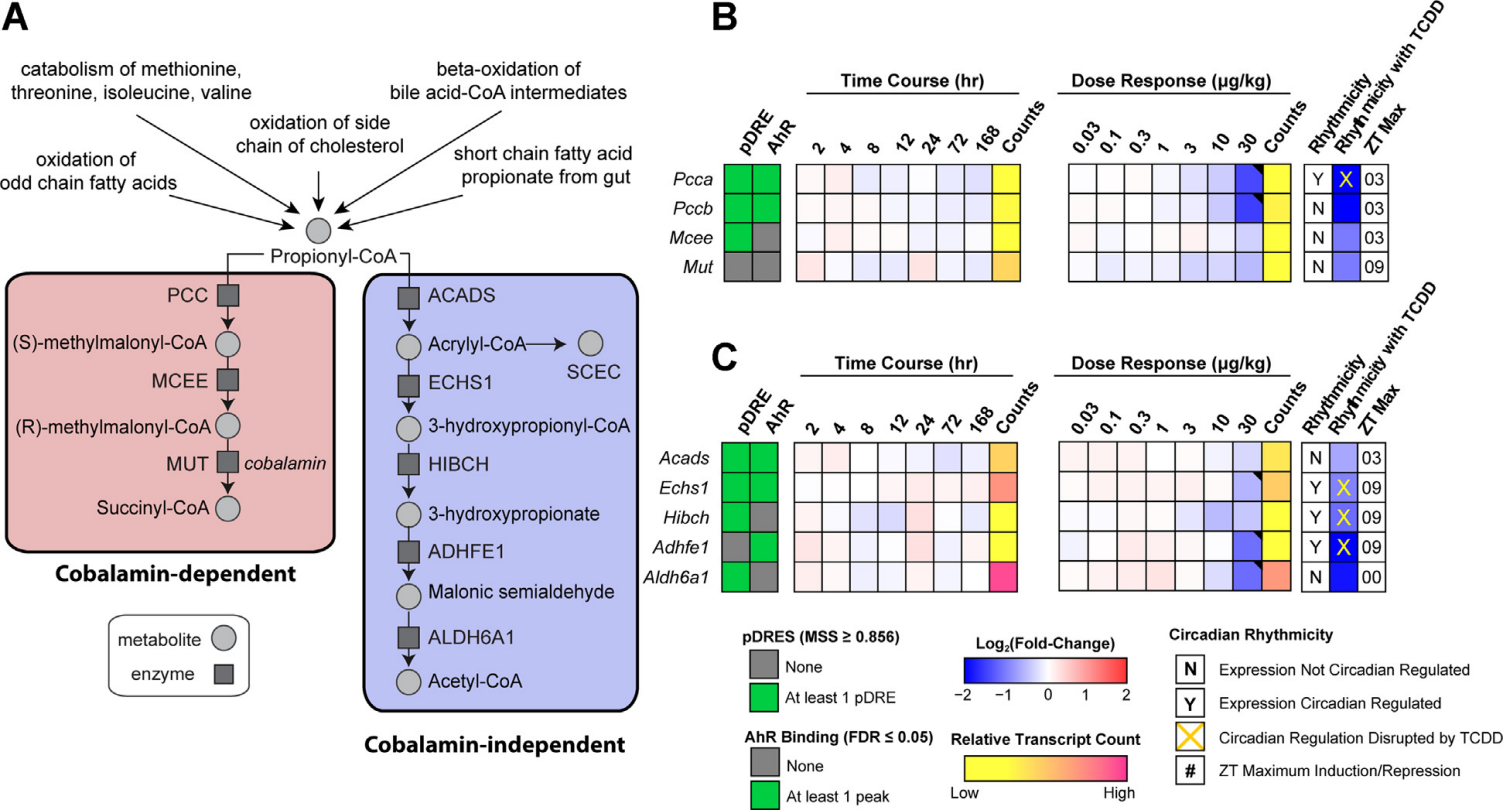
**Effects of TCDD on the expression of genes associated with propionyl-CoA metabolism.***A*, schematic pathway depicting enzymes and metabolites associated with propionyl-CoA metabolism *via* the cobalamin (Cbl)-dependent carboxylation pathway or the Cbl-independent β-oxidation–like pathway. *B*, heatmap for dioxin response element (DRE) presence, AhR enrichment, and expression of genes associated with the propionyl-CoA canonical carboxylation pathway. *C*, heatmap for DRE presence, AhR enrichment, and expression of genes associated with the Cbl-independent propionyl-CoA β-oxidation–like pathway. Hepatic expression of genes associated with propionyl-CoA was assessed in a time course–and dose-dependent manner. In time course study, male C57BL/6 mice (n = 3) were administered a single bolus dose of 30 μg/kg TCDD, after which tissue was collected at the corresponding time point, while in dose-dependent study, male C57BL/6 mice (n = 3) were orally gavaged with sesame oil vehicle or TCDD every 4 days for 28 days. The presence of putative DREs (pDREs) and AhR binding to the intragenic region represents as *green boxes*. Color scale represents the log_2_(fold change) for differential gene expression determined by RNA-Seq analysis. Counts represents the maximum raw number of aligned reads to each transcript, where a lower level of expression (≤500 reads) is depicted in *yellow* and a higher level of expression (≥10,000) is depicted in *pink*. Genes that are diurnally regulated are denoted by “Y”. Disruption of diurnal rhythmicity following oral gavage with 30 μg/kg TCDD every 4 days for 28 days is denoted by an *orange* ‘X’. The ZT with maximum induction/repression is shown for each gene. Differential expression with a posterior probability (P1(*t*)) > 0.80 is indicated with a *black triangle* in the upper right tile corner. TCDD, 2,3,7,8-tetrachlorodibenzo-p-dioxin; AHR, aryl hydrocarbon receptor; Cbl, cobalamin; ZT, zeitgeber time.

ChIP-seq analysis 2 h after a bolus oral gavage of 30 μg/kg TCDD suggested AhR enrichment may be involved in the repression of propionyl-CoA carboxylase (*Pcca* and *Pccb* subunits, 2.7- and 2.9-fold, respectively), short chain enoyl-CoA hydratase (*Echs1*, 1.5-fold), and alcohol dehydrogenase iron containing 1 (*Adhfe1*, 2.2-fold) (Fig. 2, *B* and *C*). No AhR enrichment was detected for aldehyde dehydrogenase 6 family member A1 (*Aldh6a1*, 2.2-fold) despite repression by 30 μg/kg TCDD (Fig. 2*C*). Moreover, the effects of TCDD on gene expression associated with both pathways were negligible within the 168 h time course study. TCDD disrupted the rhythmic expression of *Pcca*, *Echs1*, 3-hydroxyisobutyryl-CoA hydrolase (*Hibch*), and *Adhfe1*, all of which exhibited oscillating expression due to diurnal regulation. At 30 μg/kg, TCDD repressed *Pcca* and *Pccb* of the Cbl-dependent carboxylation pathway suggesting propionyl-CoA metabolism was redirected to the alternative Cbl-independent β–oxidation-like pathway. Although 30 μg/kg TCDD also repressed genes associated with the alternative pathway, the expression of short chain acyl-CoA dehydrogenase (*Acads*) was not affected by treatment, allowing propionyl-CoA to be oxidized to acrylyl-CoA. This suggested TCDD-elicited gene repression may contribute to the redirection of propionyl-CoA metabolism from the preferred Cbl-dependent carboxylation pathway to the alternate Cbl-independent β–oxidation-like pathway at the highest dose.

### Effects on Cbl and cobalt levels

Elevated levels of acrylyl-CoA and 3-hydroxypropionate (3-HP), as well as their derivatives, are not normally detected at appreciable levels in healthy individuals (47). Acrylyl-CoA and 3-HP typically accumulate following disruption of the canonical Cbl-dependent propionate catabolism pathway due to Cbl deficiency or mutations within propionyl-CoA carboxylase or MUT that affect enzyme activity (48). Since MUT is only 1 of 2 mammalian enzymes known to be Cbl dependent for activity, we examined the effects of TCDD on the levels of Cbl and cobalt, the metal ion that occupies the coordinate center of the corrin ring. TCDD dose-dependently reduced total serum Cbl levels and cobalt levels in hepatic extracts (Fig. 3). Therefore, reduced Cbl deficiency may be responsible for lower MUT activity and affect propionyl-CoA metabolism via the canonical Cbl-dependent carboxylation pathway.

**Figure 3:**
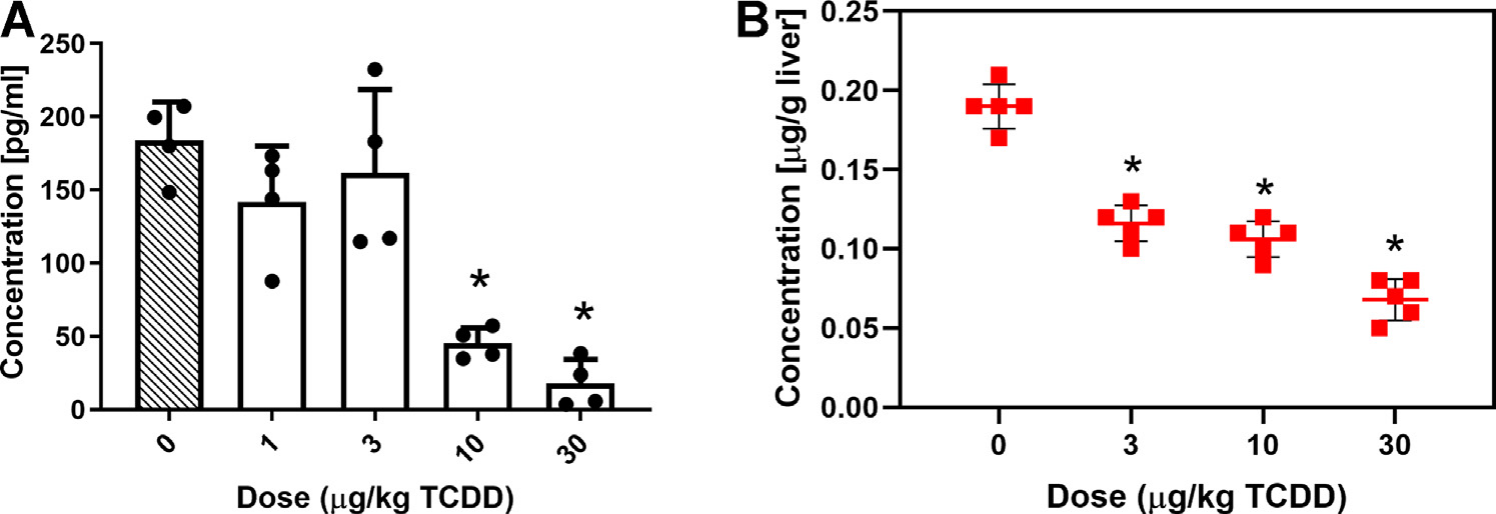
**TCDD-elicited effects.***A*, on serum cobalamin. *B*, on hepatic cobalt levels. Male C57BL/6 mice were orally gavaged every 4 days with sesame oil vehicle or TCDD for 28 days (n=4–5, ± SD). Serum cobalamin levels were determined by an ELISA assay. Cobalt levels in liver extracts were measured by inductively coupled plasma mass spectrometry (ICP-MS). Asterisk (∗) denotes *p* < 0.05 determined by one-way ANOVA with a Dunnett’s *post-hoc* test. TCDD, 2,3,7,8-tetrachlorodibenzo-p-dioxin.

### Effects on intestinal Cbl absorption and transport

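For the colon, RNA from scrapings of the colonic epithelium of 27 male C57BL/6 mice was sequenced, with 3 mice given sesame oil vehicle and 3 mice at each of 8 doses of TCDD between 0.01 and 30 μg/kg. TCDD is a dioxin that activates the aryl hydrocarbon receptor (AhR), and the mice were gavaged every 4 days for 28 days. The authors deposited whole-number counts of reads per gene for each mouse, without normalization, for 46078 genes. The counts on genes totalled between 9305441 and 14371035 per mouse, with a median of 11651026. In vehicle-treated mice they ranged from 9416898 to 10423536 (median 10355762), at 3 μg/kg from 10918695 to 12856510 (median 11651026), at 10 μg/kg from 11838700 to 13235280 (median 11931072) and at 30 μg/kg from 11534463 to 13887966 (median 12169101). Standard errors and SDs given here include the variation between mice, while the floor of 3 counts, against which a fold is given as at least a value, covers counting error only, since the reads carry no molecular identifiers. No pair of mice within a group differed by less than the sampling noise (χ2 per degree of freedom of at least 5.84 over 27 pairs), so each mouse was counted as 1 replicate. Genes were kept by edgeR's filterByExpr, which left 16496, and library sizes were normalized by the TMM method, after which levels are given in counts scaled to library size (CPM). All 9 groups entered 1 fit, and each dose was compared with vehicle by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change of at least 1.5. The index barcodes named with the deposited counts were used 2 times over. The mice given vehicle to 0.3 μg/kg and 1 mouse at 1 μg/kg belonged to the first set, and the other 2 mice at 1 μg/kg and those at 3, 10 and 30 μg/kg belonged to the second, so that the index set follows the dose.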

We next examined the effects of TCDD on the expression of genes associated with intestinal absorption and transport of Cbl. Intrinsic factor (IF, *Cblif*), a glycoprotein required for intestinal Cbl absorption, is secreted by parietal cells of the gastric mucosa and therefore was not examined in this study. Cubilin (CUBN) located on the brush border of enterocytes facilitates the endocytic uptake of IF–Cbl complexes. Appreciable levels of *Cubn* expression were detected in duodenal, jejunal, ileal, and colonic intestinal segments (Fig. 4). 

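In the colon, Cubn (ENSMUSG00000026726) was counted in every mouse, with 103 to 757 reads. The gene lies on the minus strand of chromosome 2 from 13276338 to 13491813 in the GRCm38 build (GENCODE M21 annotation) and encodes cubilin. A noncoding gene annotated on the opposite strand of the same interval, Gm13270, had 14 to 47 reads per mouse, and whether the counting used the strand is not stated in the paper's text. Over all 27 mice Cubn averaged 35.6 CPM, more than 69.1% of the 16496 genes tested. Vehicle-treated mice had 35.7 ± 15.3 CPM (SD, n = 3), with single mice between 18.1 and 44.7. The spread between mice of the same group was as wide at several doses, with 26.3 ± 17.8 CPM at 0.03 μg/kg and 47.4 ± 18.9 at 3 μg/kg (SD, n = 3 each).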

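Relative to vehicle, the log2 fold change of Cubn in the colon was 0.28 at 0.01 μg/kg, -0.45 at 0.03 μg/kg, 0.29 at 0.1 μg/kg, 0.13 at 0.3 μg/kg, 0.062 at 1 μg/kg, 0.41 at 3 μg/kg and -0.17 at 10 μg/kg, each with a standard error of 0.47 to 0.48. None of these 7 differences exceeded its standard error, and their adjusted p was 0.715 or more (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 30 μg/kg Cubn was 2.28-fold lower than in vehicle (log2 fold change -1.19, standard error 0.50, adjusted p = 0.122 from the same test). The 30 μg/kg mice had 15.7 ± 5.90 CPM (SD, n = 3), and 2 of them lay below the lowest vehicle-treated mouse. With 3 mice against 3 the exact permutation test (two-sided) gave p = 0.2, where the smallest p it allows is 0.1. The alternative that moved the value at 30 μg/kg most was a term for clock gene expression, added after the data were seen, with a log2 fold change of -1.93. Within the second index set, Cubn was lower at 30 than at 3 μg/kg (log2 fold change -1.599, standard error 0.50, adjusted p = 0.167 from edgeR's test). The first index set holds no mouse at these doses.

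**Figure D1:**
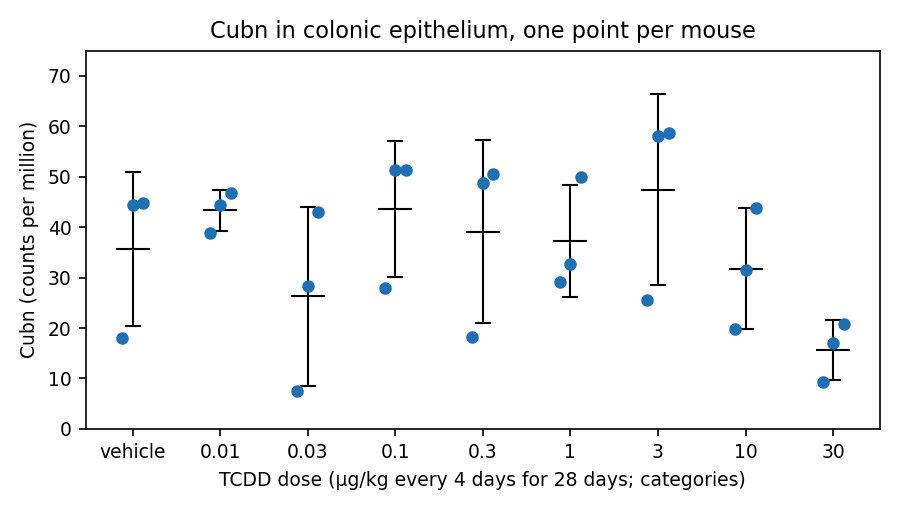
Cubn in the colonic epithelium in CPM (vertical axis, normalized by TMM) against the dose of TCDD (horizontal axis, categories). Points are single mice, and the horizontal marks and bars give the mean and SD (n = 3). The 30 μg/kg mice sit between 9.20 and 20.8 CPM, and the vehicle-treated mice between 18.1 and 44.7.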

*Cubn* was dose-dependently repressed in the duodenum, jejunum, proximal ileum, and colon (4.2-, 16.7-, 4.6-, and 2.0-fold, respectively) but induced 1.9-fold in the distal ileum. Cbl is then released into the portal circulation in complex with transcobalamin II (TCN2). 

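The estimate for Cubn in the colon at 30 μg/kg kept its direction with each of the 6 mice left out in turn, with log2 fold changes from -1.502 without vehicle replicate 2, the lowest vehicle-treated mouse, to -0.92 without TCDD replicate 66, the lowest mouse at 30 μg/kg. The adjusted p in these 6 fits ranged from 0.0865 to 0.341 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 21 mice given vehicle to 3 μg/kg, Cubn fell as a score of Hox gene expression, higher in the distal colon, rose (Pearson's r = -0.823, permutation p = 2e-05, and Spearman's rho = -0.747, permutation p = 1e-04). Without the 2 mice farthest from the median score r was -0.736, and in the 16 of these mice that belong to the first index set it was -0.845, while the second set holds 5 of them, too few for a correlation. This was 1 of 7 relations computed, and the adjusted p was 4.7e-05 for r and 0.00035 for rho. With the Hox score as a covariate, chosen after the data were seen, the log2 fold change at 30 μg/kg was -1.04 (standard error 0.34, adjusted p = 0.0423), and across the alternatives for this dose the adjusted p ranged from 0.0423 to 0.38.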

Repression of *Cubn* in the duodenum, jejunum, proximal ileum, and colon segments suggests intestinal Cbl absorption may be inhibited by TCDD. However, the distal ileum is considered the intestinal segment with the greatest Cbl uptake activity (49).

**Figure 4:**
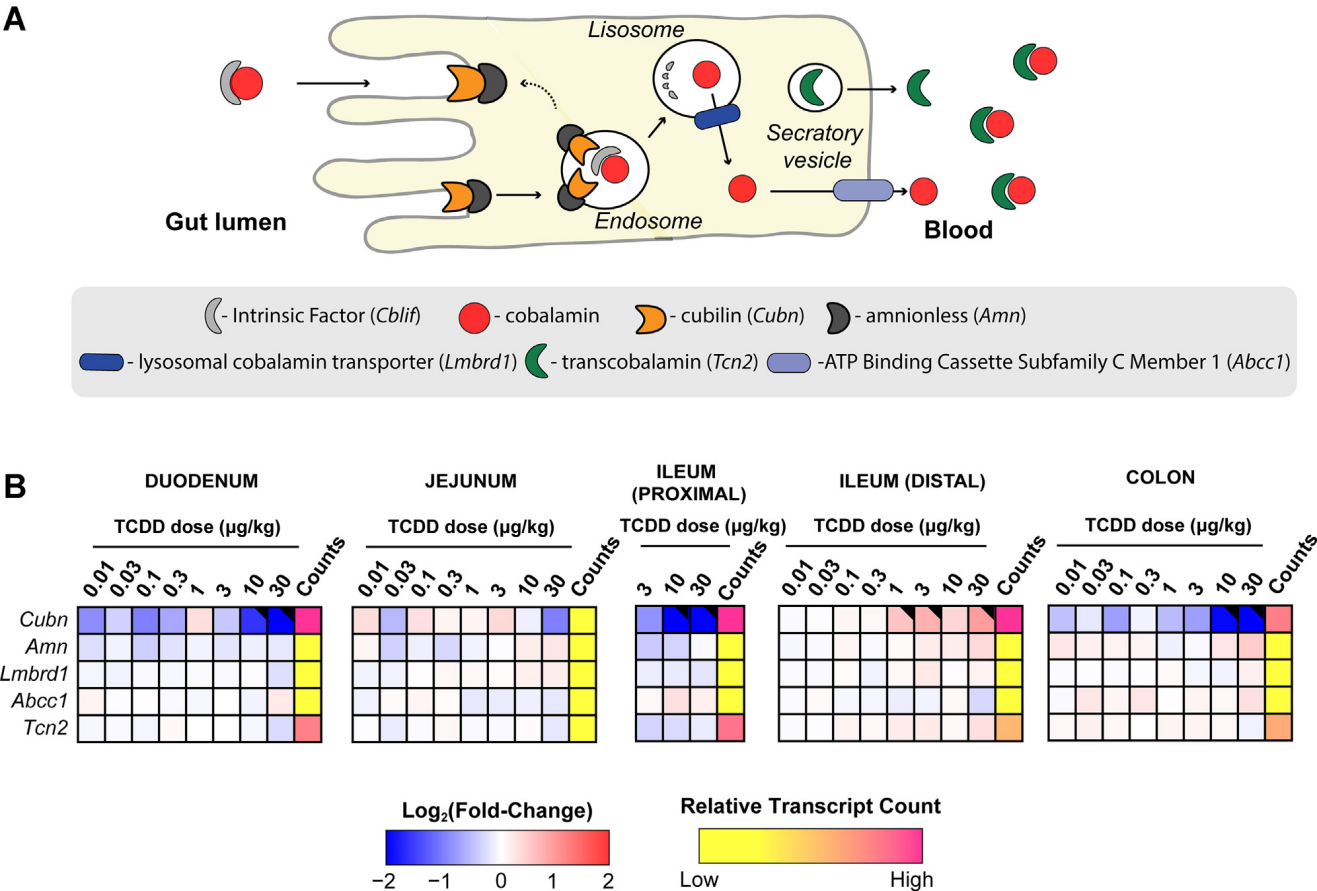
**TCDD-elicited effects on gene expression associated with the intestinal absorption and processing of cobalamin (Cbl).***A*, schematic overview of enterocyte uptake and processing of Cbl. *B*, dose-dependent effects of TCDD on duodenal, jejunum, ileal (proximal and distal), and colonic gene expression associated with Cbl absorption and processing. Male C57BL/6 mice (n = 3) were orally gavaged with sesame oil vehicle or TCDD every 4 days for 28 days. Color scale represents the log_2_(fold change) for differential gene expression determined by RNA-Seq analysis. Counts represents the maximum raw number of aligned reads to each transcript where a lower level of expression (≤500 reads) is depicted in *yellow* and a higher level of expression (≥10,000) is depicted in *pink*. Differential expression with a posterior probability (P1(*t*)) > 0.80 is indicated with a *black triangle* in the upper right tile corner. TCDD, 2,3,7,8-tetrachlorodibenzo-p-dioxin; Cbl, cobalamin.

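For the colon, the 4 other genes in Fig. 4B lie at Amn (ENSMUSG00000021278, chromosome 12, 111271095 to 111276426), Lmbrd1 (ENSMUSG00000073725, chromosome 1, 24678630 to 24766301), Abcc1 (ENSMUSG00000023088, chromosome 16, 14361558 to 14475737) and Tcn2 (ENSMUSG00000020432, chromosome 11, 3917192 to 3932159) of GRCm38. The Abcc1 interval also holds a small RNA gene on the same strand. Amn had the lowest level, 4.79 CPM over all mice and 14 to 95 reads per mouse, while Lmbrd1, Abcc1 and Tcn2 averaged 87.2, 70.5 and 66.2 CPM. Over the 8 doses, the log2 fold changes of these 4 genes against vehicle ran from -0.59 to 0.29, both ends being values of Amn. Its standard error was 0.44 to 0.46, against 0.086 to 0.11 for the other 3 genes.

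**Figure D2:**
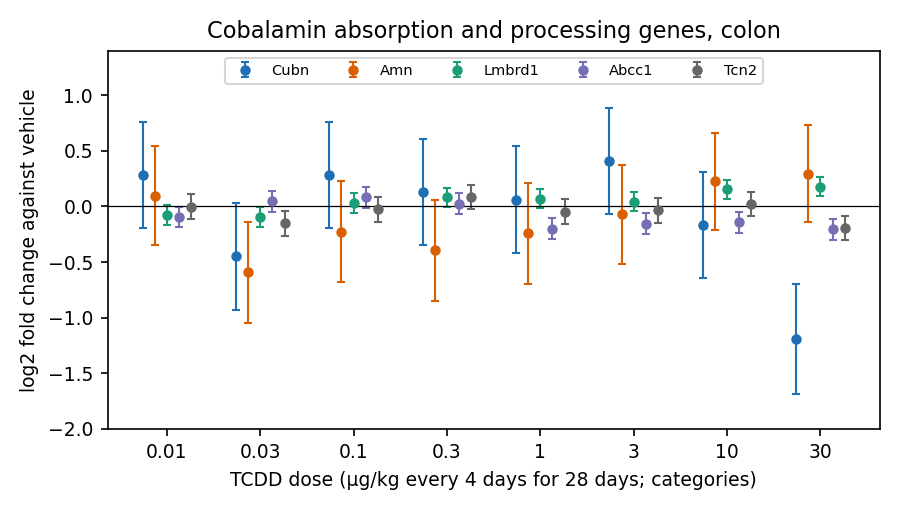
Log2 fold change against vehicle in the colon (vertical axis) of Cubn, Amn, Lmbrd1, Abcc1 and Tcn2 at each dose of TCDD (horizontal axis, categories). Points are estimates from edgeR over 3 mice per dose and bars are their standard errors. Cubn at 30 μg/kg, at -1.19, is the point farthest from 0.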

Cbl deficiency has also been reported following modulation of *de novo* biosynthesis in the gut microbiome and alternatively due to bacterial overgrowth (50, 51). Most gut microbiome taxa possess genes encoding Cbl metabolism–associated enzymes. Previous studies have shown that TCDD can alter the gut microbiome, induce bacterial overgrowth, and reduce intestinal transit time (17). Metagenomic analyses of cecal contents from this study were assessed to investigate changes in Cbl metabolism by the gut microbiome (17). Gene abundance associated with Cbl biosynthesis and utilization appeared unaffected except for a modest 1.3-fold repression of precorrin-3 methylase (EC 2.1.1.133), an intermediate step in corrin ring biosynthesis, and a 3-fold increase in ABC cobalt transporters (PFAM: PF09819) (Figs S1 and S2). Likewise, TCDD had negligible effects on gut microbial propionate metabolism (Table S4). Based on metagenomics analysis of cecal contents, TCDD elicited negligible effects on microbial Cbl and propionate metabolism.

### Effects on hepatic Cbl uptake, metabolism, and trafficking

We also examined the effects of TCDD on gene expression associated with hepatic Cbl uptake, metabolism, and trafficking. In humans, circulating Cbl is associated with TCN2 or haptocorrin (TCN1) and internalized by hepatocytes following interaction with the receptor (CD320) or the asialoglycoprotein (ASGR1 and 2), respectively, for delivery to lysosomes where TCN2 is degraded and Cbl is released (52). *Tcn2* was repressed 1.5-fold but only at 30 μg/kg TCDD. TCN1 is not expressed in mice, and therefore the 2.4- and 3.9-fold repression of *Asgr1* and *2*, respectively, is irrelevant in regards to hepatic Cbl uptake (52, 53). Released Cbl is exported from the lysosomes via the Lysosome Membrane Chaperone 1 (LMBD1) (54) where it binds to methylmalonic aciduria type C and homocystinuria (MMACHC) proteins (52) and then shuttled to cytoplasmic methionine synthase (MTR) and mitochondrial MUT (Fig. 5). Additional proteins including methylmalonic aciduria type A (MMAA) and B (MMAB) convert Cbl to the active adenosylcobalamin (AdoCbl) cofactor required for MUT activity. Overall, TCDD elicited minimal effects on gene expression suggesting hepatic uptake, metabolism, and trafficking are not responsible for lower Cbl levels except for *Mmab* which was repressed 2.4-fold at 30 μg/kg.

**Figure 5:**
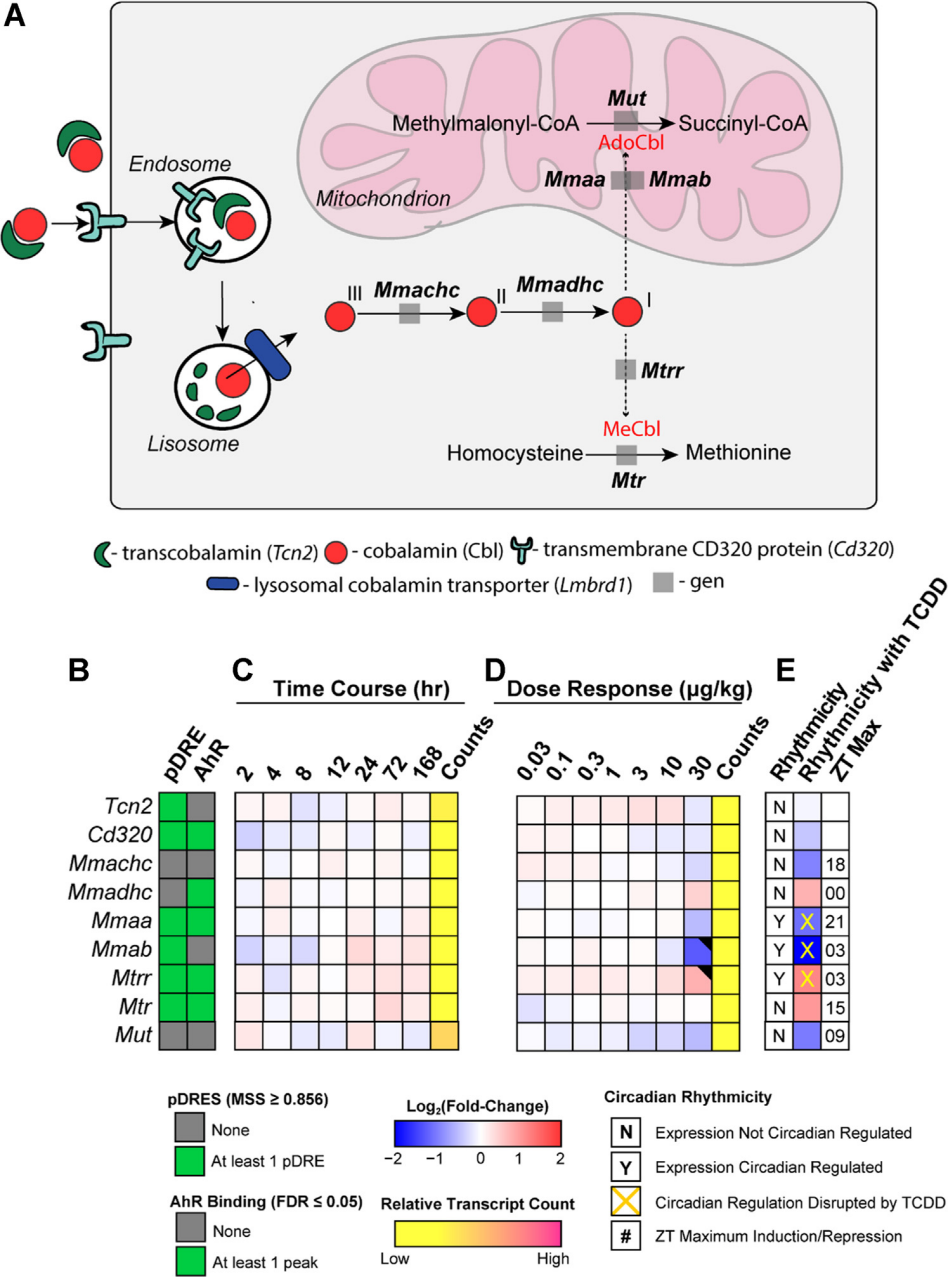
**TCDD-elicited effects on gene expression involved in hepatic uptake, metabolism, and trafficking of cobalamin (Cbl).***A*, overview of Cbl uptake, metabolism, and trafficking in the mouse liver. *B*, the presence of putative dioxin response elements (pDREs) and AhR genomic binding 2 h after a single bolus dose of 30 μg/kg TCDD. *C*, hepatic expression of genes associated with Cbl uptake, metabolism, and trafficking in a time course study. Male C57BL/6 mice (n = 3) were administered a single bolus dose of 30 μg/kg TCDD. Liver samples were collected at the corresponding time point. Color scale represents the log_2_(fold change) for differential gene expression determined by RNA-Seq analysis. Counts represent the maximum number of raw aligned reads for any treatment group. Low counts (<500 reads) are denoted in *yellow* with high counts (>10,000) in *pink*. *D*, dose-dependent gene expression was assessed in mice (n = 3) following oral gavage with sesame oil vehicle or TCDD. *E*, diurnally regulated genes are denoted with a “Y”. An *orange* ‘X’ indicates disrupted diurnal rhythm following oral gavage with 30 μg/kg TCDD every 4 days for 28 days. ZT indicates statistically significant (P1(*t*) > 0.8) time of maximum gene induction/repression. Differential expression with a posterior probability (P1(*t*)) > 0.80 is indicated with a *black triangle* in the upper right tile corner. TCDD, 2,3,7,8-tetrachlorodibenzo-p-dioxin; AHR, aryl hydrocarbon receptor; Cbl, cobalamin; ZT, zeitgeber time.

### Cbl depletion and MUT inhibition

Targeted metabolomics analysis of hepatic extracts detected a dose-dependent increase in itaconic acid, an immunomodulatory and antimicrobial metabolite of aconitate produced by aconitate decarboxylase 1 (ACOD1 aka IRG1) in macrophages (55) (Fig. 6*I*). Furthermore, hepatic *Acod1* exhibited time-dependent induction following oral gavage with 30 μg/kg TCDD in the absence of AhR genomic enrichment at 2 h (Fig. 6*B*). The time-dependent induction of *Acod1* coincided not only with increased alanine transaminase levels (56) but also the time-dependent infiltration of immune cells as indicated by the increased expression of macrophages markers, *Adgre1*, *Cd5l*, and *Csfr1* (2.3-, 1.9-, and 1.9-fold, respectively) after a single bolus oral gavage of TCDD (Fig. 6*F*). *Adgre1* and *Cd5l* did not exhibit AhR genomic enrichment at 2 h suggesting increases were due to macrophages recruitment and/or proliferation, while *Csf1r* induction may involve the AhR. The low number of macrophages within control livers precludes distinguishing *Adgre1*, *Cd5l*, and *Csfr1* increases due to induction by TCDD from hepatic macrophage infiltration and/or hepatic macrophages proliferation (57). TCDD also dose-dependently induced *Acod1* (Fig. 6*B*). Discrepancies in the fold-changes between the time course, dose response, and diurnal-controlled studies are consistent with the erratic rhythmic expression of *Acod1* over the 24 h time period (Fig. 6*C*) (17). Itaconate can be activated to itaconyl-CoA which can then interact with the 5-deoxyadenosyl moiety of AdoCbl to form an uncharacterized adduct that disrupts auxiliary repair protein interactions, inactivates AdoCbl, and reduces Cbl levels that inhibit MUT activity (58, 59). These finding are in agreement with the present study where increased itaconic acid levels coincided with diminished Cbl level and inhibited MUT activity (Fig. 6*H*). Collectively, the data suggest itaconate was produced following *Acod1* in macrophages that were activated by TCDD and could factor in the inhibition of MUT due the formation of the uncharacterized inactive itaconyl-CoA:AdoCbl adduct that would reduce available AdoCbl required for MUT activity.

**Figure 6:**
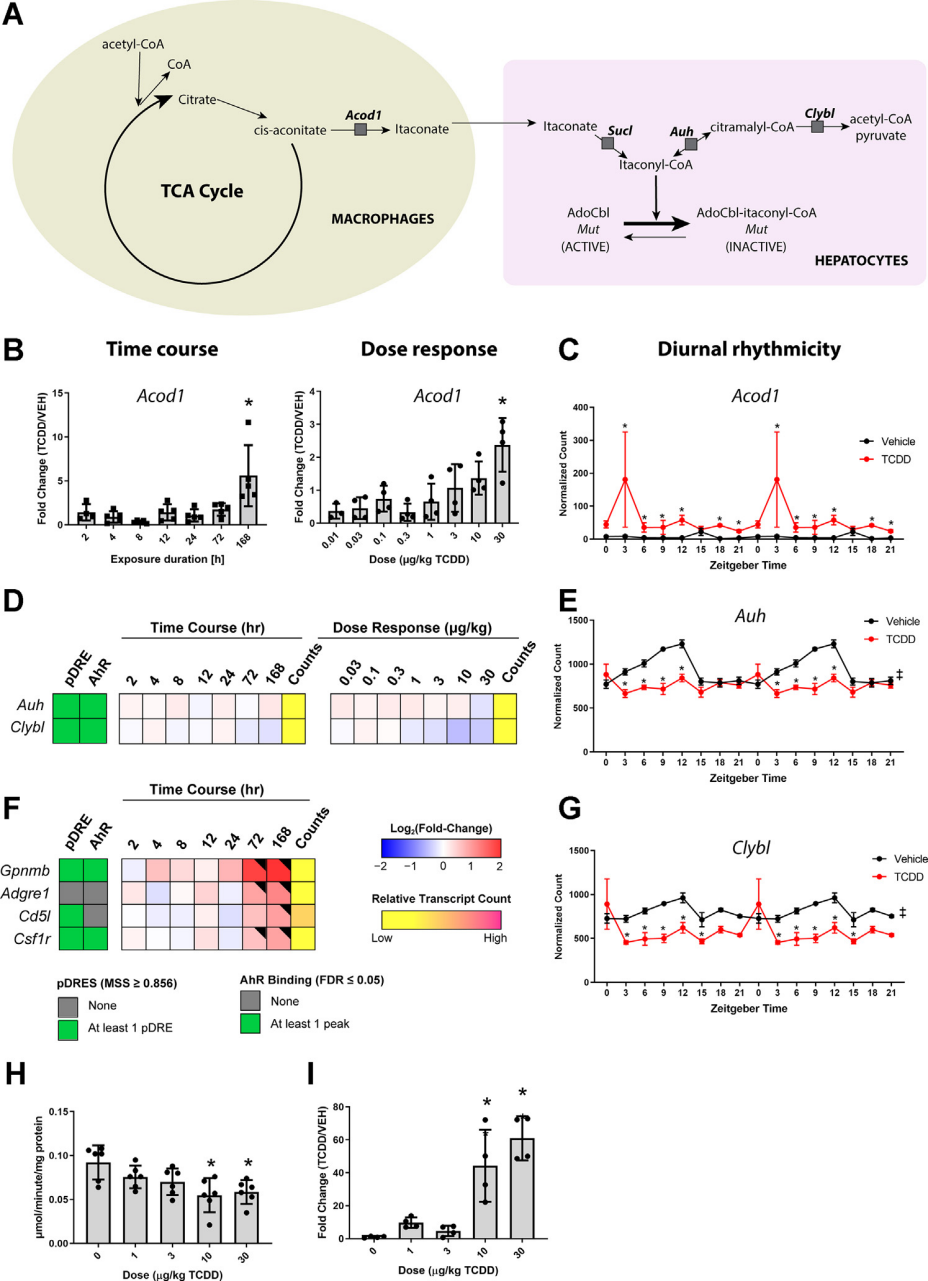
**TCDD-elicited effects on the genes involved in the itaconate pathway.***A*, schematic overview of the pathway. Hepatic expression of (*B*) *Acod1* was determined by qRT-PCR. Hepatic expression of (*D*) *Auh* and *Clybl* was determined by RNA-Seq. Time-course analysis was performed after a single bolus oral gavage of 30 μg/kg TCDD. Dose-dependent expression was determined following treated with sesame oil vehicle or TCDD (0.01–30 μg/kg) every 4 days for 28 days. The effect of TCDD on the diurnal rhythmicity of (*C*) *Acod1*, (*E*) *Auh*, (*G*) *Clybl* in male C57BL/6 mice following oral gavage with sesame oil vehicle or 30 μg/kg TCDD every 4 days for 28 days. Posterior probabilities (∗P1(*t*) ≥ 0.80) comparing vehicle and TCDD were determined using an empirical Bayes method. Diurnal rhythmicity was assessed using JTK_CYCLE (‡ indicates q ≤ 0.1). Data are double-plotted along the x-axis to better visualize rhythmic pattern. *F*, time-dependent hepatic expression of macrophages markers. Male C57BL/6 mice (n = 3) were administered a single bolus dose of 30 μg/kg TCDD. Liver samples were collected at the corresponding time point. The presence of putative dioxin response elements (pDREs) and AhR enrichment are represented as *green boxes*. Color scale represents the log2(fold change) for differential gene expression determined by RNA-Seq analysis. Counts represent the maximum raw number of aligned reads to each transcript where a lower level of expression (≤500 reads) is depicted in *yellow* and a higher level of expression (≥10,000) is depicted in *pink*. Differential expression with a posterior probability (P1(*t*)) > 0.80 is indicated with a *black triangle* in the upper right tile corner. *H*, effects of TCDD on MUT activity. MUT activity was measured by thiokinase-coupled spectrophotometric assay where the product, succinyl-CoA, is converted by a second enzyme, thiokinase, to succinate and CoA. Formation of CoA was monitored by the thiol-sensitive reagent, DTNB, which forms a mixed disulfide with CoA and the nitrobenzene thiolate anion (TNB). Results are expressed as μmol TNB formed/minute/mg of protein. Asterisk (∗) denotes *p* < 0.05 determined by one-way ANOVA with a Dunnett’s post-hoc test (n = 6). *I*, itaconic acid in liver extracts from male mice orally gavaged every 4 days for 28 days with sesame oil vehicle or TCDD measured by LC-MS. Asterisk (∗) denotes *p* < 0.05 determined by one-way ANOVA with a Dunnett’s *post-hoc* test (n = 4). Error bars represent ± SD. TCDD, 2,3,7,8-tetrachlorodibenzo-p-dioxin; AHR, aryl hydrocarbon receptor; MUT, methylmalonyl-CoA mutase; DTNB, 5,5′-dithiobis-(2-nitrobenzoic acid).

## Discussion

In this study, metabolomics and gene expression datasets were integrated to examine the increase in the levels of SCEC, an acrylyl-CoA conjugate detected in hepatic extracts from mice orally gavaged with TCDD every 4 days for 28 days. Acrylyl-CoA is a highly reactive intermediate that spontaneously reacts with free sulfhydryl groups, including the sulfhydryl group of cysteine to form the SCEC conjugate, an indicator of acrylyl-CoA, a metabolite normally not detected in healthy individuals at appreciable levels (40, 60). Acrylyl-CoA and 3-HP are intermediates in the catabolism of propionyl-CoA to acetyl-CoA and pyruvate via the Cbl-independent β–oxidation-like pathway and used as biomarkers of inborn metabolic disorders associated with propionic and methylmalonic acidemia (61, 62). The SCEC conjugate has also been proposed as a biomarker for Leigh syndrome suggesting a deficiency in ECHS1 activity due to acrylyl-CoA accumulation (63). This led us to investigate TCDD-elicited metabolic reprogramming that redirected propionate metabolism from the canonical Cbl-dependent carboxylation pathway that produces succinyl-CoA to the alternative Cbl-independent β–oxidation-like pathway.

Propionyl-CoA is a byproduct of several reactions including the oxidative metabolism of odd numbered carbon FAs as well as the catabolism of several amino acids (*i.e.*, methionine, threonine, isoleucine, and valine). However, the most likely source of hepatic propionyl-CoA following TCDD treatment is the shortening of C27-bile acid intermediates to mature C24-bile acids (64) since TCDD dose-dependently increased total bile acids in the liver and serum (17). In addition, TCDD inhibits FA oxidation (18, 19, 65) and had negligible effects on gene expression associated with propionate biosynthesis by the gut microbiome. Acyl-CoA dehydrogenases have extremely low activity toward propionyl-CoA as a substrate. Therefore, propionyl-CoA is preferentially metabolized by the Cbl-dependent carboxylation pathway where it is first carboxylated by propionyl-CoA carboxylase to (S)-methylmalonyl-CoA and then epimerized to (R)-methylmalonyl-CoA by methylmalonyl-CoA epimerase (MCEE). Finally, the (R)-methylmalonyl-CoA intermediate undergoes rearrangement by Cbl-dependent MUT to produce the anaplerotic intermediate, succinyl-CoA. Expression of *Pcca*, *Pccb*, *Echs1*, *Adhfe1*, and *Aldh6a1* were repressed by 30 μg/kg TCDD that correlated with increased SCEC levels in hepatic extracts.

MUT is 1 of the 2 mammalian enzymes that uses a Cbl derivative as a cofactor, the other being MTR. Specifically, MUT requires AdoCbl for the rearrangement of (R)-methylmalonyl-CoA to succinyl-CoA, while MTR uses methylcobalamin to produce methionine from homocysteine (66). Cbl is considered a rare cofactor with levels ranging between 30 to 700 nM in humans with deficiency caused by inadequate intake, malabsorption, chemical inactivation, or inherited disruption of transport or cellular metabolism (67, 68). It is only synthesized by microorganisms with absorption from animal food sources limited to the distal ileum in humans (49). Given the low levels of Cbl and its potential reactivity in 3 biologically relevant oxidation states, a complex escort system comprising transporters and chaperones has evolved to ensure delivery to mitochondrial MUT and cytosolic MTR. At least 9 proteins are dedicated to the absorption, transport, assimilation, derivatization, and trafficking of Cbl, AdoCbl and methylcobalamin (66). Inborn metabolic disorders as well as intestinal bacterial overgrowth that reduce Cbl levels or disrupt delivery have been implicated in methylmalonic aciduria and/or hyperhomocysteinemia (51, 69). TCDD dose dependently decreased serum Cbl and hepatic cobalt levels, yet had minimal effects on gene expression associated with Cbl absorption, transport, assimilation, derivatization, and trafficking. 

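In the colon at 30 μg/kg the log2 fold change against vehicle was 0.29 for Amn (standard error 0.44, adjusted p = 0.712), 0.18 for Lmbrd1 (standard error 0.086, adjusted p = 0.186), -0.20 for Abcc1 (standard error 0.094, adjusted p = 0.161) and -0.19 for Tcn2 (standard error 0.11, adjusted p = 0.272), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 mice at 30 μg/kg had less Abcc1 than every vehicle-treated mouse (64.2 ± 2.72 against 74.0 ± 8.49 CPM, SD, n = 3 each; exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow), and all 3 had more Lmbrd1 (95.6 ± 5.16 against 84.5 ± 1.41 CPM, exact permutation p = 0.1). The estimates for Amn and Abcc1 rested on vehicle replicate 2, without which they were -0.020 and -0.10.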

The lone exception was *Cubn*, the membrane receptor responsible for the endocytic uptake of IF–Cbl complexes expressed at the apical pole of enterocytes. 

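Among the 40 comparisons of these 5 genes with vehicle in the colon, 8 doses for each gene, 0 passed the criterion of an adjusted p under 0.05 and a fold change of at least 1.5, and 3 had an unadjusted p under 0.05. Adjusted over the list alone, 0 passed as well, and the smallest adjusted p was 0.504 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 40 comparisons). Cubn at 30 μg/kg had the smallest unadjusted p of the 40, 0.025.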

*Cubn* in the duodenum, jejunum, proximal ileum, and colon was dose-dependently repressed between 3 and 30 μg/kg TCDD coinciding with the dose-dependent decrease in hepatic Cbl levels. However, Cbl absorption in humans is primarily attributed to the distal ileum (49). Moreover, the mouse distal ileum exhibited the highest *Cubn* expression levels and was induced by TCDD in the distal ileum than the other intestinal segments. 

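Across all doses, the slope of Cubn in the colon per dose step, from vehicle to 30 μg/kg over 27 mice, was -0.061 on the log2 scale (standard error 0.051, adjusted p = 0.415 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 21 mice given vehicle to 3 μg/kg the slope was 0.046 (standard error 0.061, adjusted p = 0.746). The slope over all doses stayed between -0.083 and -0.034 with each mouse left out in turn, and with a term for the index set it was -0.10. Within the second index set, the 6 mice at 10 and 30 μg/kg had less Cubn than the 5 mice at 1 and 3 μg/kg (log2 fold change -0.96, standard error 0.37, adjusted p = 0.187 from edgeR's test), and the exact (two-sided) permutation test of that difference gave p = 0.0455. From repression of Cubn in these segments the paper raises the possibility of a lower intestinal uptake of Cbl, and then reasons from the induction and higher level of Cubn in the distal ileum, the main site of uptake, that the repression does not account for the loss of hepatic Cbl.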

Although enticing to suggest TCDD repression of *Cubn* in the duodenum, jejunum, proximal ileum, and colon was responsible for the dose-dependent decrease in hepatic Cbl levels, the induction and overall higher basal expression levels of *Cubn* in the ileum, the primary site of Cbl absorption, implies otherwise. *Mmab* was also repressed but only at 30 μg/kg TCDD.

Other potential mechanisms for lowering hepatic Cbl levels also warrant consideration including the effects of TCDD on the intestinal absorption of Cbl. Specifically, Cbl malabsorption has been attributed to intestinal bacterial overgrowth and decreased gastric acid secretion (49, 67). Parietal cells of the gastric mucosa secrete gastric acid that frees Cbl from ingested proteins. In addition, the lower pH of the stomach favors the protective binding of Cbl to salivary haptocorrin (previously known as R binder). Parietal cells also express IF, the glycoprotein responsible for binding Cbl in the higher pH of the small intestine that facilitate absorption by the ileum (67). Commonly prescribed protein pump inhibitors and histamine 2 receptor antagonists have been shown to suppress gastric acid production. Moreover, a large population case-controlled study reported a dose-dependent relationship between Cbl deficiency and the use of acid-suppressing prescription medication for 2 or more years (67, 70). The association was more significant with longer duration of use and diminished after treatment was discontinued (70). Similarly, TCDD is reported to decrease gastric acid secretion by reducing secretory volume, acidity, and total acid output (71). Collectively, this suggests that prolonged treatment with TCDD may reduce systemic levels of Cbl due to decreased gastric acid secretion.

More recently, lower Cbl levels have been linked to itaconate, a *cis*-aconitate metabolite produced in large quantities by activated macrophages (58, 59). Itaconate possesses anti-inflammatory properties that block pro-inflammatory cytokine release, inhibit reactive oxygen species production, activate the master antioxidant regulator NRF2, and induce the anti-inflammatory transcription factor, ATF3 (72). The induction of *Acod1*, which converts *cis*-aconitate to itaconate, is in agreement with the increased expression of macrophage markers, the dose-dependent decrease in hepatic Cbl levels, and the increased levels of itaconic acid in hepatic extracts. ACOD1 is also transcriptionally and post-transcriptionally regulated in response to lipopolysaccharide (LPS) and interferon gamma (IFNɣ) (72, 73). Consequently, the bacterial overgrowth and leaky gut caused by TCDD (17) suggest LPS induction of *Acod1* given the absence of AhR enrichment. However, the ability of macrophage-secreted itaconate to be absorbed by adjacent cells and cause intracellular effects is debated (74). Although itaconate can be activated to itaconyl-CoA, and subsequently metabolized to citramalyl-CoA, there may be other sources of these intermediates (58). Recent studies also show itaconyl-CoA can inhibit MUT activity by forming a yet to be characterized stable adduct with the 5′-deoxyadenosyl moiety of AdoCbl that reduces Cbl levels (59). Overall, the dose-dependent repression of *Pcca/b* and *Mmab*, as well as the decrease in Cbl levels and reduced MUT activity are consistent with TCDD redirecting propionate metabolism from the Cbl-dependent carboxylation pathway to the Cbl-independent β–oxidation-like pathway that involves propionyl-CoA metabolism to acrylyl-CoA and 3-HP intermediates.

Interestingly, the dose-dependent inhibition of β-oxidation by TCDD also caused a dose-dependent increase in other enoyl-CoA species including octenoyl-CoA (18). The next step in the metabolism of enoyl-CoAs, including acrylyl-CoA, involves hydration. Trifunctional protein (MTP) is a multisubunit enzyme that carries out enoyl-CoA hydratase, hydroxyacyl-CoA dehydrogenase, and 3-ketothiolase activities in the β-oxidation of straight chain FAs. The enoyl-CoA hydratase alpha subunit of MTP (HADHA) prefers longer chain (C12-16) enoyl substrates with minimal activity toward short chain (C4) enoyl-CoAs (75). In contrast, ECHS1 preferentially hydrates shorter chain enoyl-CoAs such as C3 crotonyl-CoA and exhibits diminished binding affinity for longer chain enoyl-CoAs (76), but efficiently hydrates acrylyl-CoA to 3-HP-CoA (77). We have shown TCDD increased octenoyl-CoA levels and that octenoyl-CoA inhibited the hydration of crotonyl-CoA, the preferred substrate of ECHS1 (18, 75). This suggests inhibition of ECHS1 activity by accumulating octenoyl-CoA could also result in the accumulation of acrylyl-CoA and subsequently, the SCEC conjugate. Inborn metabolic disorders that compromise ECHS1 activity have been linked to urinary acrylyl-CoA conjugate accumulation in infants with pathology severity increasing following palmitate loading (60). Coincidentally, hepatic β-oxidation occurs predominantly in the portal region, the zone first exhibiting dose-dependent lipid accumulation and immune cell infiltration after TCDD treatment (56). The structural similarity to other short chain acyl-CoA species, such as propionyl-CoA and crotonyl-CoA, further suggests acrylyl-CoA may be a substrate for posttranslational acylation that could impose detrimental structural and regulatory consequences on enzymes and histones that affect protein–protein interactions and cellular location in addition to function (78).

In summary, we propose TCDD dose dependently repressed gene expression and enzymatic activity that redirected propionyl-CoA from the preferred Cbl-dependent carboxylation pathway to the Cbl-independent β–oxidation-like pathway resulting in the accumulation of highly reactive acrylyl-CoA, due to inhibition of ECHS1 as evident by the presence of the SCEC conjugate. The accumulation of triacylglycerols, FAs, cholesterol, cholesterol esters, and phospholipids is first observed as macro- and micro-steatosis following TCDD treatment (15, 56). Fatty liver in combination with increased reactive oxygen species levels from induced oxidoreductase activities such as CYP1A1, XDH/XO, and AOX1 increase oxidative stress levels and lipotoxicity, resulting in subsequent inflammation. This is accompanied by disruption of enterohepatic circulation that not only increased bile acid levels and its propionyl-CoA byproduct but also promoted bacteria overgrowth in the gut, reduced intestinal motility, and increased intestinal permeability as well as the levels of serum LPS and cytokine including IFNɣ (17, 39). Circulating LPS and IFNɣ would worsen hepatic oxidative stress and induce ACOD1 activity following the activation of infiltrating macrophages (73). Activated macrophages produce millimolar levels of itaconate with extracellular itaconate taken up and converted to itaconyl-CoA, the MUT inhibitor (55). Itaconyl-CoA inhibition of MUT activity and the repression of genes associated with the Cbl-dependent carboxylation pathway collectively redirect propionyl-CoA to the less-efficient Cbl-independent β–oxidation-like pathway where propionyl-CoA is first oxidized to acrylyl-CoA. Under normal conditions, acrylyl-CoA would be hydrated to 3-HP but ECHS1 activity is inhibited by accumulating octenoyl-CoA due to the futile cycling of FA oxidation and acyl-CoA hydrolysis resulting in incomplete β-oxidation (18). Highly reactive acrylyl-CoA would react with available sulfhydryl groups disrupting protein structure and function contributing to the hepatotoxicity burden along with other toxic metabolites such as dicarboxylic acids, produced as a result of chronic metabolic reprograming in response to persistent AhR activation by TCDD. Collectively, this is consistent with the multihit mechanism proposed for NAFLD where steatosis progresses to steatohepatitis with fibrosis and serves as a risk factor for more complex metabolic diseases including HCC (5). It also suggests that TCDD and related compounds, and NAFLD, may share common nongenotoxic mechanisms that lead to HCC. Nevertheless, additional studies are needed to determine the relevance of AhR-mediated metabolic reprogramming by TCDD and related compounds in human models.

## Experimental procedures

### Animal treatment

Postnatal day 25 (PND25) male C57BL/6 mice weighing within 10% of each other were obtained from Charles River Laboratories. Mice were housed in Innovive Innocages containing ALPHA-dri bedding (Shepherd Specialty Papers) in a 23 °C environment with 30 to 40% humidity and a 12 h/12 h light/dark cycle. Aquavive water (Innovive) and Harlan Teklad 22/5 Rodent Diet 8940 containing 60 μg vitamin B_12_/kg of diet was provided *ad libitum*. On PND28, mice were orally gavaged at the start of the light cycle (zeitgeber [ZT] 0 to 1) with 0.1 ml sesame oil vehicle (Sigma-Aldrich) or 0.01, 0.03, 0.1, 0.3, 1, 3, 10, and 30 μg/kg body weight TCDD (AccuStandard) every 4 days for 28 days for a total of seven treatments. The first gavage was administered on day 0, with the last gavage administered on day 24 of the 28-days study. The doses used consider the relatively short study duration in mice compared to lifelong cumulative human exposure from diverse AhR ligands, the bioaccumulative nature of halogenated AhR ligands, and differences in the half-life of TCDD between humans (1–11 years (43, 79)) and mice (8–12days (80)). Similar treatment regimens have been used in previous studies (14, 19, 35, 39, 81). On day 28, tissue samples were harvested (ZT 0–3), immediately flash frozen in liquid nitrogen, and stored at −80 °C until analysis. All animal procedures were approved by the Michigan State University Institutional Animal Care and Use Committee (IACUC; PROTO202100219).

### Liquid chromatography tandem mass spectrometry

Flash frozen liver samples (∼25 mg) were extracted using HPLC-grade methanol and water (5:3 ratio) containing 20 ^13^C-,^15^N-labeled amino acid (Sigma; 767964) internal standards (35). HPLC-grade chloroform (methanol:water:chloroform ratio 5:3:5) was added, vortexed, shaken for 15 min at 4 °C, and centrifuged at maximum speed (3000×*g*) to achieve phase separation. The methanol:water phase containing the polar metabolites was transferred, dried under nitrogen gas at room temperature. Untargeted extractions were reconstituted with 400 μl of 10 mM tributylamine and 15 mM acetic acid in 97:3 water:methanol for analysis. Samples were analyzed on a Xevo G2-XS Quadrupole Time of Flight mass spectrometer attached to a Waters Acquity UPLC (Waters) with negative-mode electrospray ionization run using an MS^E^ continuum mode method. LC phases, gradient rates, and columns were used as previously published (35). For untargeted acyl-CoA analysis, MS^E^ continuum data was processed with Progenesis QI (Waters) to align features, deconvolute peaks, and identify metabolites. Metabolite identifications were scored based on a mass error <12 ppm to Human Metabolome Database entries (82), isotopic distribution similarity, and theoretical fragmentation comparisons to MS^E^ high-energy mass spectra using the MetFrag option. Raw signals for each compound abundance were normalized to a correction factor calculated using the Progenesis QI median and mean absolute deviation approach. Significance was determined by a one-way ANOVA adjusted for multiple comparisons with a Dunnett’s *post-hoc* test (Table S2). Raw data is deposited in the NIH Metabolomics Workbench (ST001379).

For SCEC analysis, frozen liver samples (∼25 mg) were homogenized in 400 μl of 70% acetonitrile containing 2 μM ^13^C_5_,^15^N-methionine (labeled amino acid cocktail; Sigma). After centrifugation, the supernatant was transferred on Resprep PLR 96-well plate (Restek) where precipitated proteins and phospholipids were removed by filtration. Filtrate was dried under nitrogen gas and reconstituted in 10 mM perfluoroheptanoic acid in water. Samples were analyzed using a Xevo TQ-S micro Triple Quadrupole Mass Spectrometry system combined with Waters Acquity UPLC (Waters) fitted with an Acquity HSS T3 2.1 × 100 mm column maintained at 40 °C. The mobile phases were 10 mM perfluoroheptanoic acid in water (mobile phase A) and acetonitrile (mobile phase B) using the following gradient: (0 min–100% A, 1.0 min–100% A, 6.0 min–35% A, 6.01 min–10% A, 7.0 min–10% A, 7.01 min–100% A, 9.0 min–100% A). The flow rate was 0.3 ml/min with an injection volume of 10 μl and total run time 9 min. Multiple reaction monitoring in positive ion mode was used for compound detection. Transitions used for quantification are provided in Table S1.

Itaconic acid extracts were prepared and analyzed as previously described with slight modifications (83). Briefly, frozen liver samples (∼40 mg) were homogenized (Polytron PT2100, Kinematica) in acetonitrile:water ratio 8:2, vortexed, shaken for 5 min at 4 °C, and centrifuged at maximum speed (3000×*g*). Supernatant was dried under nitrogen and dried extracts were reconstituted in 200 μl of a 1:9 methanol:water solution containing 2% formic acid. Samples were separated with an Acquity HSS T3 column (1.8 μm, 100 × 2.1 mm; Waters) with 0.1% formic acid in water (solvent A) and 0.1% formic acid in acetonitrile (solvent B) mobile phase gradient (0 min–100% A, 1.0 min–100% A, 2.0 min–80% A, 4.0 min–1% A, 5.0 min–1% A, 5.01 min–100% A, 7.0 min–100% A, flow rate 0.3 ml/min). Detection was performed using a Xevo G2-XS Quadrupole Time of Flight mass spectrometer with electrospray ionization in negative ion mode. Data were acquired using a TOF MS scanning method (m/z 50–1200 scan range) with the target enhancement option tuned for m/z 129. Signals were identified by retention time and accurate mass using MassLynx Version 4.2 (Waters). A 6 point itaconic acid standard calibration curve was prepared by diluting unlabeled standard (Sigma Aldrich).

### Gene expression, ChIP, pDRE, and protein location data

Hepatic RNA-seq datasets were previously published (35, 36, 84). Genes were considered differentially expressed when |fold-change| ≥1.5 and posterior probability values (P1(*t*)) ≥ 0.8 as determined by an empirical Bayes approach (85). 

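In the colon, no gene passed an adjusted p under 0.05 with a fold change of at least 1.5 at 0.01, 0.03, 0.1 or 0.3 μg/kg, where 1047, 766, 1051 and 856 of the 16496 genes had an unadjusted p under 0.05. The number of differentially expressed genes was 33 at 1 μg/kg (23 higher and 10 lower than vehicle), 115 at 3 μg/kg (50 and 65), 294 at 10 μg/kg (134 and 160) and 1016 at 30 μg/kg (486 and 530). A posterior probability of at least 0.8 from the B statistic of limma voom, with the same fold change, stood in for the paper's criterion. It gave 21 genes at 1 μg/kg, 53 at 3 μg/kg, 95 at 10 μg/kg and 218 at 30 μg/kg. Cubn passed neither form at any dose. The B statistic rests on limma's default prior share of changed genes, and the paper's own posterior probability was not computed. These counts therefore do not show what the paper's criterion would call. The alternative that moved the count at 3 μg/kg by the largest ratio was a term for the index set, with which 2 genes passed, and with the adjusted p alone 231 passed.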

Hepatic time course (GSE109863), dose response (GSE203302), and diurnal rhythmicity (GSE119780) datasets as well as duodenal (GSE87542), jejunal (GSE90097), proximal (GSE171942), and distal ileal (GSE89430) and colon (GSE171941) datasets are available at the Gene Expression Omnibus. Diurnal rhythmicity was determined using JTK_CYCLE as previously described (35). AhR ChIP-seq (GSE97634) and computationally identified putative DREs (https://doi.org/10.7910/DVN/JASCVZ) data were previously published (36, 86). Significant AhR ChIP-seq binding used a false discovery rate ≤0.05. Putative DREs were considered functional with a matrix similarity score ≥0.856.

### Quantitative real-time PCR

Expression of *Acod1* was determined by quantitative real-time PCR. Total hepatic RNA was reverse transcribed by SuperScript II (Invitrogen) using oligo dT primer according to the manufacturer’s protocol. The quantitative real-time PCR was performed using iQ SYBR Green Supermix (BioRad) on a Bio-Rad CFX Connect Real-Time PCR Detection System. Gene expression relative to vehicle control was calculated using the 2^−ΔΔCT^ method, where each sample was normalized to the geometric mean of three housekeeping genes (*Actb*, *Gapdh*, and *Hprt*). Gene expression data are plotted relative to vehicle control. See Table S3 for primer sequences.

### Measurement of Cbl and cobalt levels

Serum Cbl levels (vehicle, 1–30 μg/kg TCDD groups) were determined by ELISA using a commercially available kit (Cusabio) using SpectraMax ABS Plus plate reader (Molecular Devices). Cobalt levels were measured in liver extracts (vehicle, 3–30 μg/kg TCDD groups) using inductively coupled plasma mass spectrometry at the Michigan State University Diagnostic Center for Population and Animal Health.

### MUT assay

MUT activity was measured in hepatic extracts using a thiokinase-coupled, spectrophotometric assay (87, 88). Total protein lysates were isolated from frozen samples with NP-40 cell lysis buffer (Thermo Fisher Scientific) containing protease inhibitor using a Polytron PT2100 homogenizer (Kinematica). MUT activity assay mixture contained 50 mM trisphosphate buffer pH 7.5, 4 mM 5,5′-dithiobis-(2-nitrobenzoic acid), 10 mM ADP, 20 mM MgCl_2_, 20 mM methylmalonyl-CoA, 0.1 U thiokinase, 20 μM AdoCbl. All components were incubated at 30 °C for 40 min to equilibrate temperature. The reaction was started by the addition of 1 μg protein extract. Absorbance at 412 nm (A_412_) was measured for 2 min, every 8 s. The increase in A_412_ in reactions lacking substrate was subtracted from all readings. A_412_ values were converted to concentration of free CoA using a pathlength correction determined for the reaction volume and extinction coefficient of 14150 M^−1^ cm^−1^.

### Metagenomic analysis of microbial Cbl metabolism

Cecums from vehicle, 0.3, 3, and 30 μg/kg TCDD treatment groups were used for metagenomic analysis. Genomic DNA was extracted using the FastDNA spin kit for soil (SKU 116560200, MP Biomedicals) and submitted for quality control, library prep, and 150-bp paired-end sequencing at a depth ≥136 million reads using an Illumina NovaSeq 6000 (Novogene) (NCBI BioProject ID: PRJNA719224). Reads aligning to the C57BL/6 *Mus musculus* genome (NCBI genome assembly: GRCm38.p6) were identified, flagged, and removed using bowtie2 (89), SamTools (90) and bedtools (91). The HuMaNn3 bioinformatic pipeline (92) was used with default settings to classify reads to UniRef90 protein ID’s using UniProt’s UniRef90 protein data base (January, 2019). Reads classified to UniRef90 IDs were mapped to enzyme commission and PFAM entries using the human_regroup_table tool. Abundances were normalized to gene copies per million reads using the human_renorm_table tool. Statistical analysis used Maaslin2 (https://github.com/biobakery/Maaslin2) with default settings for normalization (total sum scaling), analysis method (general linear model), and multiple correction adjustment.

## Data availability

RNA-Seq and AhR CHIP-Seq data are available through Gene Expression Omnibus (GSE109863, GSE87519, GSE119780, GSE97634, GSE87542, GSE90097, GSE171942, GSE89430, GSE171941). Shotgun metagenomic analysis of dose-dependent TCDD-elicited effects on cecal gut microbiota is available through NCBI BioProject, ID: PRJNA719224. Raw data of untargeted metabolomic analysis are deposited in the NIH Metabolomics Workbench (ST001379).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Dioxin-elicited decrease in cobalamin redirects propionyl-CoA metabolism to the β–oxidation-like pathway resulting in acrylyl-CoA conjugate buildup
**Source:** J Biol Chem. 2022 Aug 2;298(9):102301. doi: 10.1016/j.jbc.2022.102301
**Supplement:** Supplemental Figures S1–S2 and Table S1–S4

**Supporting information**

**Dioxin-elicited decrease in cobalamin redirects propionyl-CoA metabolism to the β–oxidation-like pathway, resulting in acrylyl-CoA conjugate buildup**

Karina Orlowska^1,2^, Russ R. Fling^2,3^, Rance Nault^1,2^, Warren J. Sink^1,2^, Anthony L. Schilmiller^4^ and Tim Zacharewski^1,2,*^

^1^Biochemistry & Molecular Biology,

Running title: **Reprograming of propionyl-CoA metabolism by TCDD**

Biochemistry Building

603 Wilson Road

East Lansing, MI 48824

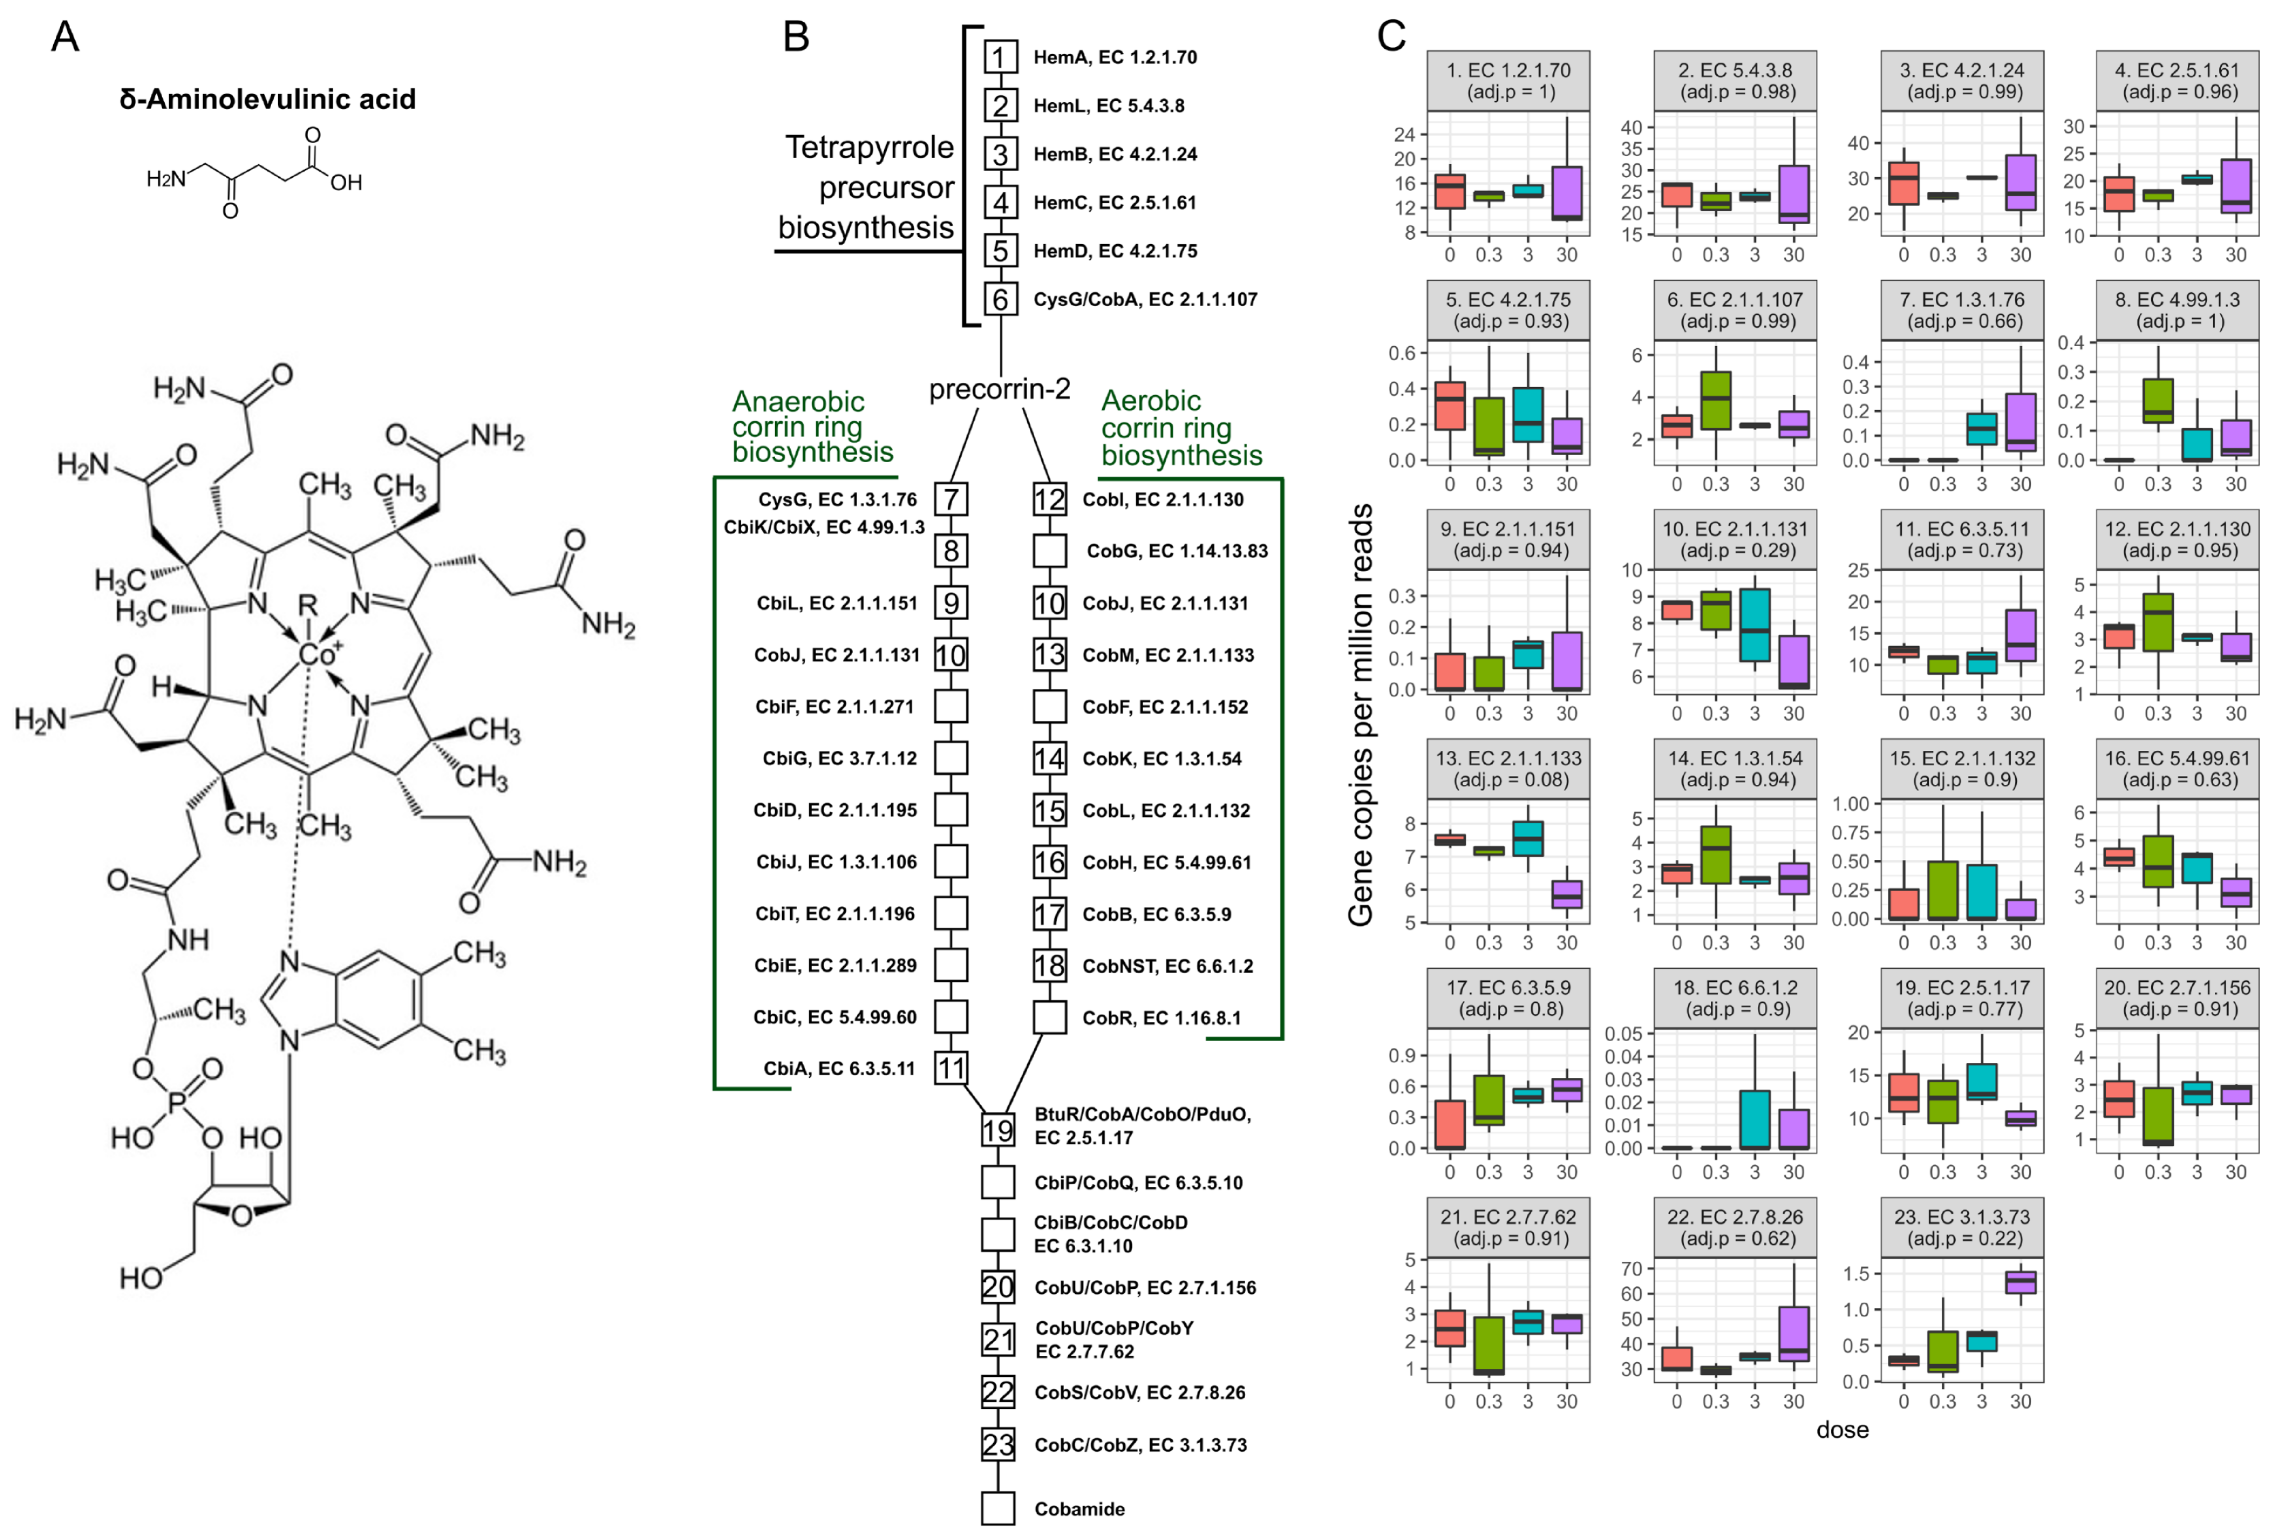

**Supplementary Figure S1**. Effects of TCDD on microbial Cbl biosynthesis**.** *De novo* Cbl biosynthesis in the gut microbiome involves multiple pathways and >20 enzymes including sub-pathways for δ-aminolevulinic acid (dALA), a tetrapyrrole precursor, the corrin ring and the addition of a nucleotide loop. **(A)** The molecular structure of dALA and Cbl. **(B)** Schematic depicting Cbl biosynthesis. Each reaction is labeled with an associated gene symbol and enzyme commission (EC) id. Genes identified in metagenomic dataset mapping to Cbl biosynthesis EC ids are also denoted by numbers in boxes corresponding to respective graphs in **C**. **(C)** Abundance of genes coding for cbl biosynthesis EC ids assessed by metagenomics analysis of cecum from C57bl/6 mice gavaged with sesame oil vehicle or 0.3, 3, or 30 µg/kg TCDD every 4 days for 28 days. P values adjusted for multiple comparison (adj. p) are denoted in title of respective graphs.

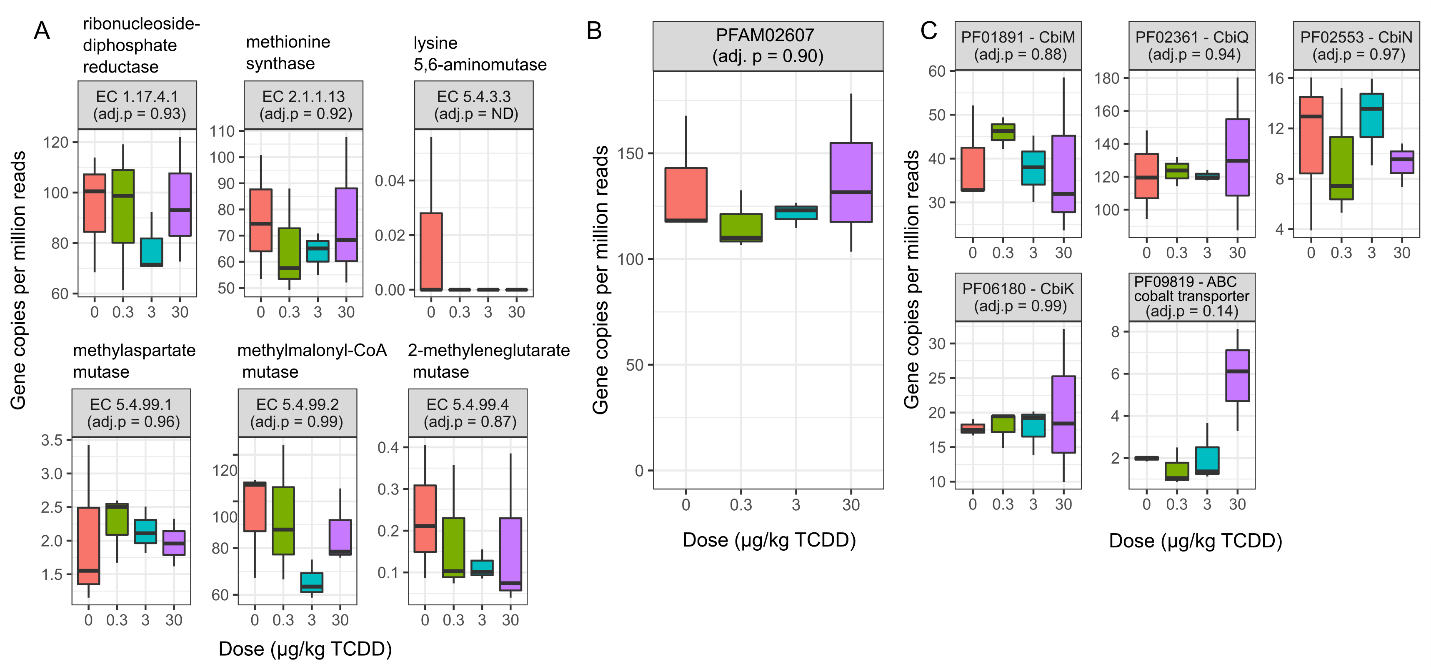

**Supplementary Figure S2**. Effects of TCDD on microbial genes associated with Cbl metabolism**.** Gut microbiome taxa possess genes encoding for Cbl-associated enzymes. Bacterial overgrowth can reduce Cbl bioavailability for the host. The effects bacterial overgrowth induced by TCDD on gut microbiota genes associated with Cbl and cobalt and cobalamin utilization were assessed by metagenomics including **(A)** genes mapping to enzyme commission ids associated with Cbl-dependent enzymes, **(B)** genes containing a PFAM defined Cbl-binding domain (PF02607), and **(C)** genes mapping to PFAMs associated with cbl or cobalt transporters. P values adjusted for multiple comparison (adj. p) are denoted in titles of respective graphs. ND-not determined.

| Analyte | Transition *m/z* | Dwell (sec) | Cove voltage | Collision energy |
| --- | --- | --- | --- | --- |
| S-(2-carboxyethyl) cysteine | 194.00 > 105.00 | 0.081 | 10 | 16 |
| ^13^C_5_,^15^N-Methionine | 156.10 > 109.10 | 0.081 | 19 | 9 |

**Supplementary Table S1.** LC-MSMS characteristics of metabolites.

**Supplementary Table S2.** Propionyl-CoA fold changes in comparison to vehicle in liver extracts (n=4-5, ± S.E.) assessed by untargeted liquid chromatography tandem mass spectrometry. Mice were orally gavaged every 4 days for 28 days with TCDD (or sesame oil vehicle). Asterisk (*) denotes significance (p≤0.05) determined by one-way ANOVA with Dunnett’s *post-hoc* testing. Score is based on mass error, isotope distribution similar and fragmentation.

| **Compound ID** | **Annotation** | **Score** | **Retention Time**  **(min)** | **Fold-Change (TCDD vs Vehicle)** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **0.3 µg/kg** | **1 µg/kg** | **3 µg/kg** | **10 µg/kg** | **30 µg/kg** |
| HMDB01275 | Propionyl-CoA | 42.4 | 6.84 | 1.56 ± 0.23 | 0.55 ± 0.14 | 0.89 ± 0.16 | 0.11 ± 0.07* | 0.19 ± 0.07* |

**Supplementary Table S3**: QRTPCR Primers. sequences (5' -3') and product sizes for genes analyzed by qRT-PCR.

| **Gene ID** | **Gene Symbol** | **Gene Name** | **Primer sequence** | | **Product length** |
| --- | --- | --- | --- | --- | --- |
|  |  |  | **Forward** | **Reverse** |  |
| 11461 | *Actb* | Actin, beta | GCTACAGCTTCACCACCACA | TCTCCAGGGAGGAAGAGGAT | 123 |
| 14433 | *Gapdh* | glyceraldehyde-3-phosphate dehydrogenase | GTGGACCTCATGGCCTACAT | TGTGAGGGAGATGCTCAGTG | 125 |
| 15452 | *Hprt* | hypoxanthine guanine phosphoribosyl transferase | AAGCCTAAGATGAGCGCAAG | TTACTAGGCAGATGGCCACA | 104 |
| 16365 | *Acod1* | aconitate decarboxylase 1 | TATGCCAACTACTCCCCCGA | CGGGAAGCTCTTAAAGGCCA | 90 |

**Supplementary Table S4.** **Microbial metabolism of propionate**. Gene abundance (counts per million copies) of reads associating with uniref90 ids and mapping to enzyme commission (EC) entries where propionyl-CoA or propionate are listed as substrates in respective enzymatic reaction. Significance (*) denotes adjusted p (adj. p) < 0.05.

| **EC entry** | **Name** | **Counts per million copies (CPM)** | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | **0 µg/kg** | **0.3 µg/kg** | **3 µg/kg** | **30 µg/kg** | **adj. p** |
| 2.3.1.16* | Acetyl-CoA C-acyltransferase | 0.15 ± 0.12 | 0.20 ± 0.07 | 0.47 ± 0.48 | 1.59 ± 0.32 | 0.04 |
| 4.1.3.32 | 2,3-dimethylmalate lyase | 0.19 ± 0.06 | 0.15 ± 0.07 | 0.33 ± 0.16 | 0.35 ± 0.10 | 0.50 |
| 1.3.8.1 | Short-chain acyl-CoA dehydrogenase | 16.92 ± 11.97 | 13.33 ± 2.99 | 14.43 ± 3.31 | 9.43 ± 4.72 | 0.61 |
| 1.3.1.95 | Acryloyl-CoA reductase | 0.13 ± 0.12 | 0.13 ± 0.08 | 0.29 ± 0.13 | 0.07 ± 0.06 | 0.67 |
| 2.8.3.1 | Propionate CoA-transferase | 0.15 ± 0.08 | 0.01 ± 0.02 | 0.15 ± 0.05 | 0.03 ± 0.03 | 0.68 |
| 2.8.3.1 | Propionate CoA-transferase | 0.15 ± 0.08 | 0.01 ± 0.02 | 0.15 ± 0.05 | 0.03 ± 0.03 | 0.68 |
| 6.2.1.1 | Acetate--CoA ligase | 0.57 ± 0.33 | 0.74 ± 0.61 | 0.21 ± 0.10 | 0.26 ± 0.22 | 0.68 |
| 6.2.1.17 | Propionate--CoA ligase | 0.00 ± 0.00 | 0.01 ± 0.02 | 0.07 ± 0.12 | 0.05 ± 0.06 | 0.77 |
| 1.2.7.1 | Pyruvate synthase | 9.79 ± 3.19 | 15.04 ± 1.41 | 15.11 ± 4.00 | 10.72 ± 2.31 | 0.84 |
| 2.1.3.1 | Methylmalonyl-CoA carboxytransferase | 8.90 ± 1.23 | 9.01 ± 2.26 | 6.73 ± 0.92 | 7.54 ± 2.22 | 0.84 |
| 1.3.1.84 | Acrylyl-CoA reductase | 0.00 ± 0.00 | 0.00 ± 0.00 | 0.03 ± 0.04 | 0.02 ± 0.04 | 0.86 |
| 6.4.1.3 | Propionyl-CoA carboxylase | 35.63 ± 6.67 | 35.57 ± 7.73 | 28.68 ± 2.48 | 31.16 ± 7.60 | 0.87 |
| 2.7.2.15 | Propionate kinase | 0.00 ± 0.00 | 0.00 ± 0.00 | 0.02 ± 0.04 | 0.01 ± 0.02 | 0.89 |
| 1.2.1.27 | Methylmalonate-semialdehyde dehydrogenase | 0.00 ± 0.00 | 0.03 ± 0.05 | 0.00 ± 0.00 | 0.02 ± 0.04 | 0.91 |
| 2.3.1.8 | Phosphate acetyltransferase | 18.84 ± 4.80 | 17.95 ± 7.31 | 13.69 ± 2.42 | 15.27 ± 2.95 | 0.91 |
| 2.3.3.5 | 2-methylcitrate synthase | 0.15 ± 0.09 | 0.05 ± 0.06 | 0.12 ± 0.13 | 0.19 ± 0.21 | 0.93 |
| 2.3.1.54 | Formate C-acetyltransferase | 4.53 ± 1.95 | 8.42 ± 2.03 | 7.70 ± 5.02 | 7.03 ± 3.14 | 0.96 |
| 2.3.1.222 | Phosphate propanoyltransferase | 29.62 ± 9.16 | 22.04 ± 4.18 | 20.68 ± 5.00 | 29.71 ± 19.89 | 0.99 |
| 2.3.1.9 | Acetyl-CoA C-acetyltransferase | 11.55 ± 7.45 | 10.60 ± 3.19 | 11.74 ± 3.00 | 11.05 ± 3.62 | 0.99 |
| 2.7.2.1 | Acetate kinase | 137.43 ± 7.41 | 141.50 ± 16.41 | 141.03 ± 8.14 | 140.25 ± 6.24 | 0.99 |

How the deposited data were processed for this re-analysis (not part of the article)

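Colonic epithelium of 27 male C57BL/6 mice was analysed, with 3 mice in each of 9 groups (sesame oil vehicle and 8 doses of TCDD from 0.01 to 30 μg/kg), gavaged every 4 days for 28 days, 7 gavages in all. The paper states that tissue was collected between zeitgeber time 0 and 3. Only colon samples were analysed here, and the other gut segments and the liver are not analysed here.

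The authors deposited counts, whole numbers of reads per gene and not normalized, for each mouse separately, in the layout that HTSeq-count writes. The aligner, the genome build, the annotation and the use of strand are not named in the paper's text. Each table has 46078 gene rows, of which 45143 matched a gene symbol. The closing lines that name no gene were left out of library sizes and tests. Reads assigned to no feature made up 29.1 to 33.3% of each table (median 31.6%), and reads with more than 1 alignment 30.7 to 37.1% (median 33.7%), so genes with near-identical copies can be undercounted. The 10 largest genes held 13.9 to 19.9% of the gene counts. The gene counts per mouse ran from 10704646 to 11132778 (median 10956598) at 0.01 μg/kg, from 11660765 to 14371035 (median 13136321) at 0.03 μg/kg, from 9759841 to 10312378 (median 10229972) at 0.1 μg/kg, from 11888112 to 13641950 (median 11964610) at 0.3 μg/kg and from 9305441 to 12566466 (median 10246187) at 1 μg/kg, and the other groups are given with the experiment.

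From these counts, filterByExpr (edgeR 4.0.16, R 4.3.3, minimum count 10) kept 16496 genes, TMM factors were computed, and glmQLFit was run on all groups together. Each dose was compared with vehicle by glmQLFTest, and the slope over dose rank was tested the same way. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. Standard errors were derived from the fold change and the F statistic. The threshold was an adjusted p under 0.05 and a fold change of at least 1.5, and for the slope an adjusted p under 0.05 alone. Log2 CPM (counts scaled to library size) for gene lists used a prior count of 2. A floor of 3 counts was used for fold changes against a group at or under it. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry beside it. Correlations used 100000 permutations, so the smallest p they can give is 1e-05. Gene coordinates are from GENCODE M21 on GRCm38, which is not stated to be the authors' build.

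The steps were tested on simulated counts made from the real means, library sizes and dispersions. With 200 genes changed at 30 μg/kg, the edgeR test recovered 80.5% of them (93% of the 4-fold and 68% of the 2-fold changes) with 8 other genes called among 16246 tested, DESeq2 recovered 83.5% and limma voom 73.5%. At 1 μg/kg, where nothing was changed, 0 genes were called. The test of the slope recovered 92% among 16278 genes, and camera called the 1 shifted list and 0 of the others among 21 lists.

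The alternatives set before the data were examined were RLE size factors, DESeq2 (version 1.42.0), limma voom with a posterior probability of at least 0.8, no filter on low counts, a fit of only the groups compared, each mouse left out in turn, a term for the index set, an adjusted p alone, dose as log10 for the slopes, and fry or an estimated correlation for the lists. Those added after the data were seen were a Hox score (first principal component of 25 tested Hox genes, holding 69.5% of their variance), a clock score (mean log2 CPM of 9 clock genes that rise minus that of 5 that fall) and offsets for GC content and transcript length, which were known for 99.5% of the genes.

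The genes named were those of the paper's lists, and the 5 with the largest rise and the 5 with the largest fall at 30 μg/kg among genes past the threshold at 10 and 30 μg/kg in the same direction, with a mean of at least 1 CPM and with every mouse at both doses outside the range of the vehicle-treated mice. A gene that this rule names is not reported here. Tuft cell genes and clock genes were named after their values were seen. The gene lists were those of the paper, and marker lists of gut segments and cell types written beforehand. The tuft and enteroendocrine lists were written after 3 tuft cell genes were seen to fall.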

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

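The tests of Cyp1a1, those of the index set by a term in the fit or by simulated counts and that of the clock score were chosen only after the results were seen, while the tests by sample splits and by the share of genes that kept their direction were written down before their results. The offsets for GC content were added after the data were seen, and what they would show if that bias were the cause was written down before they were run.

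Cyp1a1, an AhR target that the paper reports for the liver, had at most 1 count in each vehicle-treated mouse of the colon and 23969 to 29287 counts at 30 μg/kg, at least 7290-fold higher than the floor of 3 counts. At 10 μg/kg it was at least 3650-fold higher. Counts rose at each dose from 0.3 μg/kg on, with 5 to 7 counts at 0.3, 39 to 74 at 1 and 550 to 1630 at 3 μg/kg. Reads shared with the paralog Cyp1a2 are argued against by its counts, which reached 7 in any mouse. The index set is argued against as the whole cause, since within the second set Cyp1a1 rose from 3 to 30 μg/kg by 4.73 on the log2 scale (standard error 0.29, adjusted p = 3.31e-10, edgeR's quasi-likelihood test; higher in 3 of 3 mice). Cyp1b1 was at least 835-fold higher at 30 μg/kg, and Ahrr rose by 6.21 (adjusted p = 4.79e-15), Tiparp by 1.04 (adjusted p = 0.000184) and Nqo1 by 0.97 (adjusted p = 0.00929) on the log2 scale. Nqo1 was no longer past the threshold without vehicle replicate 2 (0.81) or without TCDD replicate 66 (0.79). With a term for the index set Tiparp (0.36, adjusted p = 0.417) and Nqo1 (1.13, adjusted p = 0.116) were no longer past the threshold, nor were they with the clock score as a covariate (Tiparp 1.04, adjusted p = 0.0658; Nqo1 0.95, adjusted p = 0.249), and Nqo1 did not pass the posterior probability of limma voom (0.97). A response of the colon to the dose stays open as the biological explanation.

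In the colon 1016 genes passed the threshold at 30 μg/kg, most of them outside the genes the paper discusses. In the splits of the 6 mice of each comparison, 1 of 10 gave as many genes at 1, 3, 10 and 30 μg/kg, the real split, and 10 of 10 gave as many at 0.01, 0.03, 0.1 and 0.3 μg/kg, where the count was 0. The 9 other splits at 1, 3, 10 and 30 μg/kg gave 0 genes each, but a design of 3 against 3 cannot give a share under 0.1, so the share by itself leaves chance open. For the slope over dose, where 3865 genes passed, 1 of 100 random orders gave as many, the real order, and the largest of the others gave 758. The real splits at 3, 10 and 30 μg/kg are also the splits that follow the index set. With offsets for GC content and length 885 genes passed at 30 μg/kg, which argues against that bias as the whole cause. Of the 1016 genes, 95.2% kept their direction from 3 to 30 μg/kg within the second index set. Since both comparisons hold the 30 μg/kg mice, counts simulated with the index set as the only difference also gave 78.6%, over the 145 genes they called at 30 μg/kg. With a term for the index set, which rests on the 1 μg/kg group alone, 731 genes passed. Within the second index set 87 genes passed the threshold from 3 to 30 μg/kg, and 76 of these were among the 1016 with the same direction. The simulated counts gave 0 genes past the threshold from 3 to 30 μg/kg. These values argue against the index set as the whole cause, and it stays open for part of the genes. With the clock score as a covariate 423 genes passed at 30 μg/kg, of which 196 were among the 1016 with the same direction. Counts simulated with the clock score as the only difference gave 296 genes at 30 μg/kg, and 1 with their clock score as a covariate. Fits with this covariate rest mostly on replicate 14 at 0.01 μg/kg, where the clock score had an SD of 2.29. In the other groups its SD was at most 0.57. The counts of 423 and 196 genes therefore lean on 1 mouse and do not decide on the time of collection. The clock score was alike at 3 μg/kg (1.87 ± 0.16) and 30 μg/kg (1.96 ± 0.38, SD, n = 3 each). The 76 genes above thus argue against the time of collection, as far as this score measures it, for themselves. For the other genes of the 1016 it stays open. For the 115 genes at 3 μg/kg the index set cannot be told apart from the dose. With the index set as a term 2 genes passed, and this term and that dose overlap in all groups but that at 1 μg/kg. For the 3865 genes with a slope, the dose also varies within each index set, so the slope with the term compares doses within the sets. It was passed by 11 genes, so the index set stays open as a cause of the slopes. The term also widened the error, for Cubn from a standard error of 0.051 to 0.093.

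Of the genes named by rule, Pcdh17 fell by 4.97 on the log2 scale at 30 μg/kg (standard error 0.23, adjusted p = 3.31e-13; lower in 3 of 3 mice). Ang4 fell by 5.17 (adjusted p = 0.000162), Mptx1 fell by 4.55 (adjusted p = 0.00374) and Pla2g4c fell by 5.78 (adjusted p = 0.00354). Pla2g4c rested in size on vehicle replicate 4, without which it fell by 3.55. With a term for the index set Mptx1 (-5.42, adjusted p = 0.0788) and Pla2g4c (-6.44, adjusted p = 0.111) were no longer past the threshold, and with limma voom neither Pla2g4c (-4.75) nor Dbp (4.82) passed. Acta1 rose by 5.21 (adjusted p = 1.95e-12) and Dbp by 4.93 (adjusted p = 0.000683). Ang4, Mptx1 and Acta1 have close paralogs whose reads the counting may have split or set aside, which was not tested, and the values without 1 mouse, from 4.99 to 5.35 for Acta1 at 30 μg/kg, bear only on the mice. The stroma and muscle list (median 2.19, 8 of 8 genes higher, adjusted p = 0.12 from camera) and the adipose list (median 2.42, 4 of 4 higher, adjusted p = 0.0751) were higher at 30 μg/kg without being called, so more muscle in the scrapings stays open for Acta1.

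A list of tuft cell genes fell at 30 μg/kg, with a median log2 fold change of -1.28 over 13 tested genes, of which 11 were lower, 9 of them past the threshold. The paper does not report these genes. The explanations weighed for it are given with the tuft cell genes among the other observations.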

How the results depend on the processing

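No paired analysis was possible because each mouse carries its own number and the groups share none. The Hox score, the clock score and the offsets for GC content were chosen after the data were seen, and the cause of the changes below was not tested except where named.

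For Cubn at 30 μg/kg the log2 fold change was -1.93 to -0.92 over 15 alternatives and was never past the threshold except with the Hox score (-1.04, adjusted p = 0.0423). At 3 μg/kg it was -0.31 with the clock score. At 10 μg/kg it was -0.89 with the clock score and 0.058 with the Hox score and ran from -0.48 to 0.087 across the fits that each left out 1 mouse, positive without vehicle replicate 3 or 4 or TCDD replicate 57. At 0.01, 0.1, 0.3 and 1 μg/kg the same ranges were -0.034 to 0.47, -0.034 to 0.52, -0.18 to 0.48 and -0.25 to 0.25. At 0.03 μg/kg the range was -0.99 (without TCDD replicate 20) to -0.0045 (without replicate 18), and at 3 μg/kg 0.097 (without vehicle replicate 2) to 0.71 (without TCDD replicate 51). With the Hox score Cubn was -0.27 at 0.01 and -0.056 at 0.1 μg/kg, with the clock score -0.15 at 0.3 and -0.61 at 1 μg/kg, and with the index set -0.13 at 1 μg/kg. At 30 μg/kg the clock score gave 0.087 for Abcc1, 0.094 for Tcn2 and -0.22 for Dbp, for which the covariate contains the gene itself. Amn ran from -0.020 to 0.57 with 1 mouse left out, and Tiparp at 10 μg/kg was -0.19 with the index set. Both Cubn slopes kept their direction and stayed short of the threshold in all alternatives run.

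At 0.01 μg/kg, DESeq2 and the fit without a filter gave 2 genes each in place of 0. At 0.3 μg/kg, the fit without a filter gave 1 and that of only the groups compared gave 3. At 1 μg/kg, in place of 33, the count was 73 with DESeq2, 21 with limma voom, 59 without a filter, 12 with the index set, 60 with the Hox score and 1 with the clock score. At 3 μg/kg, in place of 115, it was 197 with DESeq2, 53 with limma voom, 180 without a filter, 230 with only the groups compared, 2 with the index set, 7 with the clock score and 231 with the adjusted p alone. At 10 μg/kg, in place of 294, it was 95 with limma voom, 58 with the index set, 23 with the clock score and 532 with the adjusted p alone. At 30 μg/kg, in place of 1016, it was 218 with limma voom, 662 with only the groups compared, 423 with the clock score and 1818 with the adjusted p alone. Across the fits that each left out 1 mouse, the counts ran from 3 to 24 at 1 μg/kg, 48 to 97 at 3, 163 to 228 at 10 and 590 to 1084 at 30 μg/kg, each lowest without vehicle replicate 2. The share of genes that were higher than vehicle at 30 μg/kg was 47.8% in the reported fit, 48.6% with RLE factors and 47.7% with DESeq2. With the index set as a term, 11 genes had a slope in place of 3865. Of the tests of the lists written beforehand at 10 and 30 μg/kg, 8 passed in the reported form, 5 with fry and 2 with an estimated correlation.

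For the single genes named among many and Cubn at the low doses, 450 alternatives were run, of which 395 kept the direction and the side of the threshold, 37 fell short of the threshold, 4 passed it and 14 changed direction. Amn had 14 to 95 reads per mouse, and its standard error at 30 μg/kg was 0.44, and 0.26 with the Hox score as a covariate.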

Differences from the paper's values

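The values of Fig. 4 were read from the tile colours to 1 decimal. They are compared by panel heading, although the panels headed jejunum and colon may stand in each other's place (see the other observations). For Cubn in the panel headed colon, the paper's log2 fold change is about -0.5 at 0.01 μg/kg in Fig. 4, where 0.28 was found here, about -0.8 at 0.1 μg/kg in Fig. 4 against 0.29, about -0.1 at 0.3 μg/kg in Fig. 4 against 0.13 (opposite in sign, but apart by less than the standard error of 0.48), about -0.5 at 1 μg/kg in Fig. 4 against 0.062 and about -0.8 at 3 μg/kg in Fig. 4 against 0.41. It is about -1.9 at 10 μg/kg in Fig. 4 against -0.17 and about -2 at 30 μg/kg in Fig. 4, the end of the colour scale, against -1.19. A gap was taken as closed where the signs were the same and the difference was within the standard error of that fit. A wider standard error makes this easier, and for Cubn at 30 μg/kg it was 0.90 with the index set and 0.92 with the clock score, against 0.50 in the reported fit. At 30 μg/kg the tile gives only a bound, so closing there decides nothing. Of the alternatives set before the data were examined, none closed the gap at 0.1, 3 or 10 μg/kg. At 0.01 μg/kg it closed without vehicle replicate 2 (-0.034), at 0.3 μg/kg without vehicle replicate 2 (-0.18) or TCDD replicate 33 (-0.089) or 34 (-0.060), at 1 μg/kg with a term for the index set (-0.13) or without vehicle replicate 2 (-0.25) or TCDD replicate 44 (-0.20), and at 30 μg/kg with the index set (-1.46) or without vehicle replicate 2 (-1.502) or TCDD replicate 67 (-1.43). The other alternatives set before did not close it. Of the settings chosen after the values were seen, the Hox score closed it at 0.01 μg/kg (-0.27), and the clock score at 0.3 (-0.15), 1 (-0.61), 3 (-0.31, standard error 0.91) and 30 μg/kg (-1.93). Of the 32 tiles of the other 4 genes in that panel, 16 differed from the values here by more than the standard error.

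The text's fold for the colon, which the paper gives as 2.0, and the 2.28 found here at 30 μg/kg lie within the factor used for a difference under every alternative set before the data were examined.

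The paper describes Cubn in the colon as falling with the dose, and marks it as differentially expressed at 10 and 30 μg/kg in the panel headed colon of Fig. 4. These counts lay nearer the panel headed jejunum (root mean square difference 0.068, against 0.47 for that headed colon). The marks of the panel headed colon may therefore not be those of the colon. Here the slope over dose was -0.061 (adjusted p = 0.415, edgeR's quasi-likelihood test), and Cubn was past the threshold at neither dose (adjusted p = 0.901 and 0.122). Only the Hox score as a covariate, chosen after the values were seen, called Cubn at 30 μg/kg (adjusted p = 0.0423), and no alternative called it at 10 μg/kg. For several gut segments together, the paper places the fall between 3 and 30 μg/kg, and at 3 μg/kg the value here was 0.41. A slope over all doses has little power for a fall at the top dose alone. Nearer that range, the mice at 10 and 30 μg/kg were compared with those at 1 and 3 μg/kg within the second index set. That log2 fold change was -0.96 (standard error 0.37, adjusted p = 0.187 from edgeR's test, exact two-sided permutation p = 0.0455).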

Other observations

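The tests of Fig. 4, of the Hox and clock scores, of Cubn from 3 to 30 μg/kg and of the tuft cell genes were chosen only after the results were seen, and the other tests of Cubn and the marker lists of gut segments were written down before. That a list decides only where at least 80% of its genes go the same way was set after the values of the lists were known. That the small intestine list and the Hox score fit together decide on the gut segment was also chosen with these values known. An earlier form, held to all the segment lists, left that explanation undecided.

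The 40 log2 fold changes of the 5 genes of Fig. 4 in these counts lay nearest the tiles of the panel headed jejunum, among the 4 panels that give all 8 doses. Their root mean square difference from that panel was 0.068, against 0.47 from the panel headed colon, 0.46 from duodenum and 0.41 from distal ileum. All 30 tiles of the jejunum panel with a readable sign had the sign found here, against 10 of 23 in the colon panel. A candidate explanation is that the jejunum and colon panels of Fig. 4 stand in each other's place, while the folds in the text follow the tissues. The other reading, that the counts hold another gut segment, is argued against by the vehicle-treated mice, in which the colon genes Car1 (4140 CPM), Slc26a3 (814) and Aqp8 (353) were far above the small intestine genes Sis (24.9), Alpi (33.7), Apoa4 (3.86), Fabp6 (2.41) and Lct (0.838). The jejunum counts are not analysed here, so the other panel was not tested.

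Clock genes differed between vehicle and the higher doses. Dbp was 1.37 to 2.00 CPM in vehicle-treated mice, 12.2 to 16.7 at 0.3 μg/kg and 43.9 to 88.0 at 1 μg/kg, and Arntl went from 54.7 to 79.1 in vehicle to 10.1 to 23.8 at 1 μg/kg. The clock score was -2.61 ± 0.13 in vehicle, -0.80 ± 0.40 at 0.3, 1.54 ± 0.57 at 1 and 1.96 ± 0.38 at 30 μg/kg (SD, n = 3 each). It rose by 0.428 from 1 to 30 μg/kg, less than the spread at 1 μg/kg, while Cyp1a1 went on rising, so an effect of TCDD would have to be at its limit from 1 μg/kg on, which these groups cannot exclude. For the liver, the paper cites a report that TCDD removes daily rhythms of gene expression with rising dose. Replicate 14 at 0.01 μg/kg had 60.0 CPM of Dbp, 11.8 of Arntl and no count of Cyp1a1, and being 1 mouse it decides nothing. Fits with the clock score as a covariate rest mostly on this mouse. The score had an SD of 2.29 in its group and at most 0.57 in any other. A second possible explanation is the time of collection within the hours the paper gives. Among the 12 mice given vehicle to 0.1 μg/kg the clock score rose with the mouse number (Spearman's rho = 0.671, permutation p = 0.02, adjusted p = 0.023), but Pearson's r was 0.181 (permutation p = 0.6, adjusted p = 0.6) and 0.0066 without the 2 mice farthest from the median number, and the mouse number follows the dose, so dose and time cannot be told apart. The index set is argued against as the whole cause, because within the first set the score already rose with the dose over the 15 mice given vehicle to 0.3 μg/kg (Spearman's rho = 0.655, permutation p = 0.01, adjusted p = 0.014). Pearson's r, which replicate 14 lowers, was 0.348 (permutation p = 0.2, adjusted p = 0.28) and 0.211 without vehicle replicates 2 and 3, and the score at 0.3 μg/kg was 1.81 above that of vehicle (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow) and 1.20 above that of all lower doses (3 mice against 12, p = 0.0857), so the index set stays open for part of the difference. With the clock score as a covariate 1 gene passed at 1 μg/kg in place of 33, 7 at 3 μg/kg in place of 115, 23 at 10 μg/kg in place of 294 and 423 at 30 μg/kg in place of 1016. The clock score was high in all groups from 1 μg/kg on, so this covariate overlaps with the dose. It widened the error, for Cubn at 30 μg/kg from a standard error of 0.50 to 0.92, and calls can be lost by that alone. The counts therefore do not decide whether the calls rest on whatever moved the clock genes, which stays open.

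Cubn at 30 μg/kg was weighed against 7 technical or compositional explanations. A change of gut segment is argued against as the whole cause by the small intestine list, which rose (median log2 fold change 1.10) where it would need to fall, and by the fit with the Hox score below. The proximal colon list, with 2 of its 4 genes higher, decides nothing (0.013), and the distal colon list, with 5 of its 6 genes higher, rose as a more distal sample would have it (0.174, and 0.807 at 10 μg/kg, not called by camera), so a part of it stays open. The epithelial list, with 5 of its 6 genes higher, did not fall (0.161), against a lower share of epithelium as the whole cause, although the stroma and muscle list (2.19, 8 of 8 genes higher) and the adipose list (2.42, 4 of 4 higher) rose and more of these tissues stays open, while the surface colonocyte list, with 4 of its 6 genes higher, decides nothing (0.108), so a loss of surface colonocytes stays open. The libraries at 30 μg/kg were 1.24 times as large as in vehicle, against a smaller library. The Hox score was 0.31 ± 0.68 at 30 μg/kg and 0.23 ± 0.91 in vehicle (SD, n = 3 each), and with it as a covariate Cubn stayed lower at -1.04 (standard error 0.34), against position along the colon as the whole cause. The index set stays open. The test written down for it, the mice at 10 and 30 μg/kg against those at 1 and 3 μg/kg within the second set, gave -0.959 (standard error 0.37, adjusted p = 0.187, edgeR's quasi-likelihood test) and missed the threshold it had been given, and 30 against 3 μg/kg (-1.599), looked at afterwards, missed it as well (adjusted p = 0.167). GC content and gene length stay open too, because the test asked whether Cubn stays past the threshold with the offsets, and Cubn (-1.14, standard error 0.49, adjusted p = 0.139) was short of it with them and without. The fall is not seen at 10 μg/kg (-0.17). Cubn followed the Hox score over the mice given vehicle to 3 μg/kg but not the epithelial markers (r = -0.166, permutation p = 0.5, and rho = -0.184, permutation p = 0.4, with adjusted p of 0.58 and 0.4; r = -0.105 without the 2 farthest mice), so where along the colon a scraping was taken may account for much of the spread between mice.

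Tuft cell genes fell. Trpm5 fell by 1.64, Dclk1 fell by 1.59 and Gnat3 fell by 2.69 on the log2 scale at 30 μg/kg (adjusted p = 4.98e-06, 4.98e-06 and 0.000641, edgeR's quasi-likelihood test). A list of 15 other tuft cell genes, of which 13 were tested and none is on another list, had a median of -0.44 at 3, -0.93 at 10 and -1.28 at 30 μg/kg (adjusted p = 0.00756, 2.84e-07 and 1.48e-07 from camera, and adjusted p = 0.0304, 4.2e-05 and 1.66e-06 from fry of limma). With an estimated correlation camera called it at 10 and 30 μg/kg (adjusted p = 0.00912 at each) but not at 3 μg/kg (0.147). Of its most abundant members, Avil fell by 1.07 and Fyb fell by 1.31, while Plcg2, whose rise had been seen before the list was written, rose by 0.83. The enteroendocrine list did not fall (median 0.282 at 30 μg/kg, and 0.286 at 10 μg/kg with 10 of 10 genes higher, adjusted p = 0.0048 from camera and 0.0304 from fry, but 0.147 with an estimated correlation), which argues against a lower share of all epithelial cells. Within the second index set the tuft list fell from 3 to 30 μg/kg (median -0.833, adjusted p = 1e-08 from camera), against the index set as the whole cause. The clock score was alike at these doses (1.87 ± 0.16 and 1.96 ± 0.38, SD, n = 3 each). That fall thus also argues against the time of collection, as far as the clock score measures it, as the whole cause. With the clock score as a covariate the tuft list fell at 30 μg/kg (median -1.84, adjusted p = 3.27e-08 from camera), but that fit rests mostly on replicate 14. Fewer tuft cells at the higher doses, with a median of -1.28, stays open as a hypothesis, as does lower expression per cell, which was not tested.

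Of the 18 lists other than those of tuft and enteroendocrine cells, camera called at 30 μg/kg the AhR targets (adjusted p = 1.36e-16), the small intestine list (0.0404) and the crypt and proliferation list, which fell (median -0.51, adjusted p = 0.0111). Under fry the AhR targets and the crypt list were called at both doses and epithelium at 10 μg/kg, and with an estimated correlation, of these 18 lists, only the AhR targets, at both doses. At 10 μg/kg the same of these lists and those of stroma and muscle (0.0133) and epithelium (0.00233) were called by camera. The lists of Cbl absorption, cubilin partners, proximal colon, distal colon, surface colonocyte, immune, adipose and goblet genes and of macrophage genes were not called at either dose. The paper's liver lists had no gene past the threshold in the colon at 30 μg/kg among 4 genes of Cbl-dependent carboxylation, 5 of the Cbl-independent pathway, 8 of Cbl uptake and trafficking and 2 of the itaconate pathway, and adjusted over the list alone 0 passed in each. Of 3 macrophage genes Gpnmb passed (2.64) over all genes and adjusted over the list alone, but not with the posterior probability of limma voom (2.51) or with the clock score as a covariate (3.76, adjusted p = 0.121). All 5 tested AhR targets passed at 30 μg/kg and 3 at 10 μg/kg, where 4 passed adjusted over the list alone. Acod1 had at most 3 counts, and the intrinsic factor gene (Gif) at most 1, which is not detectable at this depth.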
